# Structural, functional and molecular analysis of the effects of aging in the small intestine and colon of C57BL/6J mice

**DOI:** 10.1186/1755-8794-5-38

**Published:** 2012-08-28

**Authors:** Wilma T Steegenga, Nicole JW de Wit, Mark V Boekschoten, Noortje IJssennagger, Carolien Lute, Shohreh Keshtkar, Mechteld M Grootte Bromhaar, Ellen Kampman, Lisette C de Groot, Michael Muller

**Keywords:** Aging, Small intestine, Colon, Transcriptomics, Fat, Diet, DNA methylation, C57BL/6J mice, Morphology, Microbiota

## Abstract

**Background:**

By regulating digestion and absorption of nutrients and providing a barrier against the external environment the intestine provides a crucial contribution to the maintenance of health. To what extent aging-related changes in the intestinal system contribute to the functional decline associated with aging is still under debate.

**Methods:**

Young (4 M) and old (21 M) male C57BL/6J mice were fed a control low-fat (10E%) or a high-fat diet (45E%) for 2 weeks. During the intervention gross energy intake and energy excretion in the feces were measured. After sacrifice the small and large intestine were isolated and the small intestine was divided in three equal parts. Swiss rolls were prepared of each of the isolated segments for histological analysis and the luminal content was isolated to examine alterations in the microflora with 16S rRNA Q-PCR. Furthermore, mucosal scrapings were isolated from each segment to determine differential gene expression by microarray analysis and global DNA methylation by pyrosequencing.

**Results:**

Digestible energy intake was similar between the two age groups on both the control and the high-fat diet. Microarray analysis on RNA from intestinal scrapings showed no marked changes in expression of genes involved in metabolic processes. Decreased expression of Cubilin was observed in the intestine of 21-month-old mice, which might contribute to aging-induced vitamin B12 deficiency. Furthermore, microarray data analysis revealed enhanced expression of a large number of genes involved in immune response and inflammation in the colon, but not in the small intestine of the 21-month-old mice. Aging-induced global hypomethylation was observed in the colon and the distal part of the small intestine, but not in the first two sections of the small intestine.

**Conclusion:**

In 21-month old mice the most pronounced effects of aging were observed in the colon, whereas very few changes were observed in the small intestine.

## Background

The most well established functions of the small intestine are the digestion of food and absorption of nutrients. The main functions of the colon are the absorption of water and electrolytes and provide a reservoir for the fermentation of undigested macronutrients. To protect the body against detrimental invaders from the outside world, the intestine is armed with a complex and robust immune system [1,2]. The colon is also host to a broad variety of microorganisms that not only are responsible for the fermentation of undigested nutrients and the synthesis of essential vitamins, but also play a crucial role in the establishment of a proper immune system in postnatal life [1]. Recently, we have shown that physiological adaptations in the small intestine to dietary challenges may play a causal role in the development of diseases such as obesity and/or insulin resistance [3].

To enable these exclusive functions, the intestine has a unique and highly specialized tissue structure. A high efficiency of digestion and absorption is made possible by an enormous surface area created by intestinal folds, villi, microvilli, crypts and the glycocalyx in the small intestinal lumen. This large surface area facilitates optimal contact between food and digestive enzymes and creates a huge capacity for active and passive up-take of nutrients. In contrast to the small intestine, in the colon the increase in the surface area is realized by microvilli and crypts. The enormous contact area at the same time increases the risk of infections by either pathogens entering the body via the diet or by enteric commensal bacteria colonizing the intestinal lumen. Protection against invading microorganisms is provided by several defense mechanisms. Besides a mucous layer present on top of a continues layer of epithelial cells covering the surface of the intestine, a wide variety of immunological cells and tissue structures are present in the mucosa and submucosa of the intestinal wall [1,4,5].

Like all organs, the gastrointestinal tract does not escape the adverse effects of aging and various anomalies related to the digestive system occur with increasing frequency in our rapidly aging Western society. Impaired taste sensation, problems with swallowing, slower gastric emptying and intestinal and colonic transit, and altered levels of satiety hormones have been reported in the elderly [6-10]. To what extent impaired functioning of the small and large intestine contributes to the undernourished state often observed in the elderly is currently under debate. Aging-induced morphological [11-13] as well as functional changes in the intestine have been reported [8,14,15]. However, since these effects are often very subtle and the intestinal system has a highly adaptive and extensive reserve capacity [14], it is still questionable whether these changes play a role in aging-related malnutrition. Furthermore, it has been shown that aging can cause bacterial overgrowth in the small intestine [16,17] and promote changes in microbial composition in the colon [18-20]. In addition, reported age-related changes in DNA methylation of the mouse intestine [21] might play a role in the altered gene expression levels observed in the duodenum and colon of aging mice [22]. Together these observations demonstrate that although certain aspects of the aging intestine have been studied in a variety of independent studies, a comprehensive overview of the different features of the aging intestine is still lacking. Such a comprehensive study may prove essential to our understanding of how intestinal malfunction contributes to the undernourished condition often observed in the elderly.

In this study, we have carried out a detailed comparison of functional, structural and molecular features of the small intestine and the colon of 4- and 21-month-old male C57BL/6J mice. Mice of both age groups were exposed for two weeks to a low-fat or a high-fat diet to analyze the adaptive capacity of the intestine. During the intervention period body weight and the efficiency of energy up-take were measured. After sacrifice the small intestine and colon were isolated to analyze tissue morphology, luminal bacterial content and mucosal gene expression and DNA methylation. The results obtained in this study imply that at the age of 21 months, the intestine of C57BL/6J mice is functionally and structurally remarkably comparable to that of their 4-month-old counterparts. On a molecular level the main age-related changes in 21-month-old mice were found in the third part of the small intestine, and in particular in the colon.

## Methods

### Ethics statement

The institutional and national guidelines for the care and use of animals were followed and the experiment was approved by the Local Committee for Care and Use of Laboratory Animals at Wageningen University (code number: drs-2010048b).

### Animals and diets

Male C57BL/6J mice (age 2,5 and 19 months) were purchased from Janvier (Cedex, France) and were housed individually in the light and temperature-controlled animal facility (12/12 (light/dark), 20°C) of Wageningen University. The mice had free access to water and received standard laboratory chow (RMH-B, Arie Blok BV, Woerden, the Netherlands) for 12 days, followed by a run-in period for 3 weeks during which all mice received the low-fat diet (10E%) to adapt to the purified diets. At the start of the diet intervention, the young mice were divided into two groups of 6 mice and the old mice into two groups of 8 mice. A larger number of old mice were used to compensate for potential loss due to aging but none of the mice died during the experiment. Of each age group, half of the mice received a low-fat diet while the other half of the mice received a high-fat purified diet, as described in our previous study [3]. Both diets were based on Research Diets’ formulas D12450B/D12451, with adaptations regarding type of fat (palm oil instead of lard) and carbohydrates (Research diet services, Wijk bij Duurstede, The Netherlands). Thus, the high-fat diet mimics the ratio of saturated to monounsaturated to polyunsaturated fatty acids (40:40:20) in an average Western style human diet. The energy density of all nutrients except fat and starch was equal. After 2 weeks of diet intervention all mice were anaesthetized with a mixture of isofluorane (1.5%), nitrous oxide (70%) and oxygen (30%) in the postprandial state. From all sacrificed mice the small intestine and the colon were excised. The small intestine was divided in three equal parts, cut open longitudinally and shaken thoroughly in an eppendorf tube containing 1 ml PBS to isolate the luminal content. The luminal content of the colon was isolated removing the fecal parts with a spatula. After washing the proximal, middle and distal part of the small intestine and the colon in PBS Swiss rolls were prepared of the middle part of each segment for histomorphological analysis. For mRNA expression analysis and global DNA methylation analysis scrapings were made of the mucosa and submucosa of the remaining part of each section, snap frozen in liquid nitrogen and stored at -80°C. Scrapings were crushed on liquid nitrogen and divided into two portions, one for RNA and the other for DNA isolation.

### Energy intake and excretion

Food intake of each individual mouse was recorded during the run-in and the diet intervention period. Feces were collected from individual mice over a period of 24 hours and freeze dried after which the total amount of feces per mouse was measured. Energy content of the feces was determined with a bomb calorimeter (Isothermal Bomb Calorimeter, Cal2K, South Africa). The efficiency of energy intake was calculated by the formula: ((total energy intake – total energy exertion)/total energy intake)*100%.

### RNA isolation

Total RNA was isolated using TRIzol reagent (Invitrogen Breda, The Netherlands) according to the manufacturer’s instructions. The RNA was treated with DNAse and purified on columns using the RNAeasy microkit (Qiagen, Venlo, the Netherlands). RNA concentration was measured on a NanonDrop ND-1000 UV–vis spectrophotometer (Isogen, Maarsen, The Netherlands) and RNA integrity was checked on an Agilent 2100 Bioanalyzer (Agilent Technologies, Amsterdam, The Netherlands) with 6000 Nano Chips according to the manufacturer’s instructions. RNA was judged as suitable only if samples showed intact bands of 18S and 28S ribosomal RNA subunits, displayed no chromosomal peaks or RNA degradation products, and had a RNA integrity number (RIN) above 8.0.

### Microarray hybridization and analysis

Equal amounts of total RNA of all six young mice per diet group were pooled for the proximal, middle and distal part of the small intestine respectively and for the colon. For the old mice the same procedure was applied, but now all eight mice per diet group were taken. One hundred nanogram of pooled RNA was used for Whole Transcript cDNA synthesis (Affymetrix, Santa Clara, CA). Hybridization, washing and scanning of Affymetrix GeneChip Mouse Gene 1.0 ST arrays were carried out according to standard Affymetrix protocols. All arrays of the small intestine were hybridized in one experiment, and all colon samples were hybridized together in a second microarray experiment. Data analysis of the small intestine and colon was done separately. Arrays were normalized using the Robust Multi-array Average method [23,24]. Probe sets were defined according to Dai et al. [25]. In this method probes are assigned to unique gene identifiers, in this case Entrez IDs. The probes on the Gene 1.0 ST arrays represent 20,985 Entrez IDs. For the analysis only genes were taken into account that had an intensity value of > 50 on at least one array. Pancreas-specific genes (http://biogps.org) were removed from the analysis in order to omit an effect of potential pancreatic contamination. Changes in gene expression were calculated as fold change between young and old mice or between a high-fat and low-fat diet. For further analysis we used a fold change cut-off of > 2.0 to minimalize the inclusion of false positive differentially expressed genes. Array data have been submitted to the Gene Expression Omnibus, accession number GSE39975.

### cDNA synthesis and real-time quantitative PCR

To validate the microarray data and to check for inter-animal variation, RNA’s from individual mice were used. For each individual sample, single-stranded complementary DNA (cDNA) was synthesized from 1 μg of total RNA using the Reverse transcription system (iScript, Biorad) following the supplier's protocol. cDNA was PCR amplified with Platinum Taq DNA polymerase (all reagents were from Invitrogen). Primer sequences were retrieved from the online PrimerBank database [26], or otherwise designed using the Primer3 program [27] and the sequences of the primers used are listed in Table 1.

**Table 1:** Sequences of the primers used for Q-PCR analysis

**Gene**	**Sequence forward primer**	**Sequence reverse primer**
INFγ	ATGAACGCTACACACTGCATC	CCATCCTTTTGCCAGTTCCTC
IF44	AACTGACTGCTCGCAATAATGT	GTAACACAGCAATGCCTCTTGT
IF47	AGCAGATGAATCCGCTGATGT	CGTGGAAATTGGGTGTCCC
TNFα	CAACCTCCTCTCTGCCGTCAA	CGTGGAAATTGGGTGTCCC
IL1β	TGGTGTGTGACGTTCCCATT	CAGCACGAGGCTTTTTGTTG
IL6	CTTCCATCCAGTTGCCTTCTTG	AATTAAGCCTCCGACTTGTGAAG
Cubn	GAATGTGGCTCCAAGTCCCAT	ACGGCTAATGAAGGATGCAGA
36B4	AGCGCGTCCTGGCATTGTGTGG	GGGCAGCAGTGGTGGCAGCAGC

Primers were tested for specificity by BLAST analysis. Real-time quantitative PCR (Q-PCR) was performed using SYBR green and a MyIQ thermal cycler (Bio-Rad laboratories BV, Veenendaal, The Netherlands). The following thermal cycling conditions were used: 2 min at 94°C, followed by 40 cycles of 94°C for 15 s and 60°C for 45 s. PCR reactions to validate aging-induced differential gene expression were performed in duplicate and all samples were normalized to 36B4 expression.

### Histochemistry

Four-micrometer sections of paraffin-embedded parts of the proximal, middle and distal segment of the small intestine and of the colon were mounted on Superfrost microscope slides. These sections were dewaxed in xylene and rehydrated in a series of graded alcohols. After staining with Meyer's hematoxylin/eosine sections were mounted with DePex mounting medium (Gurr, BDH, Poole, Dorset, UK).

### Bacterial DNA extraction

DNA was extracted from the freeze-dried luminal content of the 4 sections of the intestine using the method described by Salonen *et al.*[28]. In short, approximately 0.1 g was used for mechanical and chemical lysis using 0.5 ml buffer (500 mM NaCl, 50 mM Tris–HCl (pH 8), 50 mM EDTA, 4% SDS) and 0.25 g of 0.1 mm zirconia beads and 3 mm glass beads. Nucleic acids were precipitated by addition of 130 μl, 10 M ammonium acetate, using one volume of isopropanol. Subsequently, DNA pellets were washed with 70% ethanol. Further purification of DNA was performed using the QiaAmp DNA Mini Stool Kit (Qiagen, Hilden, Germany). Finally, DNA was dissolved in 200 μl Tris/EDTA buffer and its purity and quantity were checked spectrophotometrically (ND-1000, nanoDrop technologies, Wilmington, USA).

### 16S rRNA Q-PCR

To quantify total bacteria using 16 S rRNA-specific primers Q-PCR analysis was in carried out as described above with a few modifications. The used primer sequence used were: 5’-ACTCCTACGGGAGGCAGCAG-3’ and 5’-ATTACCGCGGCTGCTGG-3’ The Q-PCR conditions used were: 95°C for 10 min, followed by 35 cycles of denaturation at 95°C for 15 sec, annealing temperature of 60°C for 20 sec, extension at 72°C for 30 sec and a final extension step at 72°C for 5 min.

### DNA isolation from scrapings of the small intestine and the colon

Genomic DNA was isolated from the crushed scraping by using DNeasy® Blood and Tissue Kit (Qiagen, Venlo, the Netherlands) according to the manufacturer’s instructions. The DNA was treated with RNase and eluted in Tris/EDTA buffer (pH 9.0). DNA purity and quantity were checked spectrophotometricaly (ND-1000, nanoDrop technologies, Wilmington, USA).

### DNA methylation analysis

700 ng of genomic DNA for each sample was bisulfite-treated using EZ-96 DNA Methylation-Gold™ Kit (Zymo Research, USA) and eluted in 16 μL of M-Elution Buffer. Included in the bisulfite-treatment was a separate methylation curve consisting of a mix of low and highly methylated mouse genomic DNA (0%, 25%, 50%, 75% and 100% of highly methylated DNA (EpigenDx, Worcester, USA)). The B1-element assay was performed in a 45 μL PCR reaction containing 6 μL of bisulfite-treated genomic DNA, PyroMark PCR Master Mix, CoralLoad Concentrate according to manufacturer’s instructions and 0.4 μM of each primer (Qiagen, Venlo, the Netherlands). The following thermal cycling conditions were used: 15 min at 95°C, followed by 45 cycles of 94°C for 30 s, 54°C for 30s, and 72°C for 40s, followed by a final elongation step at 72°C for 10 min. The primer sequence used for forward and biotinylated reverse primer were 5’-TTGGTTATTTTGGAATTTATTTTGTAGAT-3’ and 5’-biotin-TAATAACACACACCTTTAATCCCAACA-3’ respectively. B1-element methylation analysis was performed using Pyromark™ pyrosequencing technology (Biotage AB, Uppsala, Sweden). The PCR product was purified and made single-stranded using the Pyrosequencing Vacuum Prep Tool according to the manufacturer’s instructions (Qiagen, Venlo, The Netherlands). Sequencing primer (5’-TTTGGAATTTATTTTGTAGATTAG-3’) was annealed to the purified single-stranded PCR product and pyrosequencing was performed using the Q24 Pyrosequencing System (Qiagen, Venlo, The Netherlands) and CpG methylation was analyzed with the provided software.

### Statistical analysis

Physiological data are reported as the mean ± the standard error (SE). The differences between the mean values were tested for statistical significance by a one-way ANOVA. P-values < 0.05 are considered statistically significant.

## Results

### A high-fat diet, but not aging, affects intestinal function and morphology

To analyze changes in the ability of the intestine of aging mice to respond to a high-fat challenge, young and old male C57BL/6J mice were exposed to a control low-fat (10E%) or to a high-fat diet (45E%) and sacrificed at the age of 4 and 21 months. The specific diets were provided for two weeks since the results of our previous study showed a clear response in young mice fed a high-fat diet for this time period [3]. Although body weight of the young mice was lower than that of the old mice, both age groups showed a similar and significant weight gain after 2 weeks exposure to a high-fat diet (Figure 1A). Both young and old mice consumed significantly more energy (E)% on the high-fat diet than on the low-fat diet (Figure 1B), but no significant difference was found between the two age groups. In addition, remnant energy in feces from mice that received the high-fat diet was significantly higher than from mice fed the low-fat diet. This effect was also similar in young and old mice (Figure 1C). Based on gross energy intake and fecal out-put, we calculated that digestible energy uptake was equally efficient in young and old mice (Figure 1D). Taken together, these results indicate that the intestine of 21-month-old C57BL/6J mice is still fully capable in absorbing energy from the diet under both a low-fat condition and in response to a high-fat dietary challenge.

**Figure 1:**
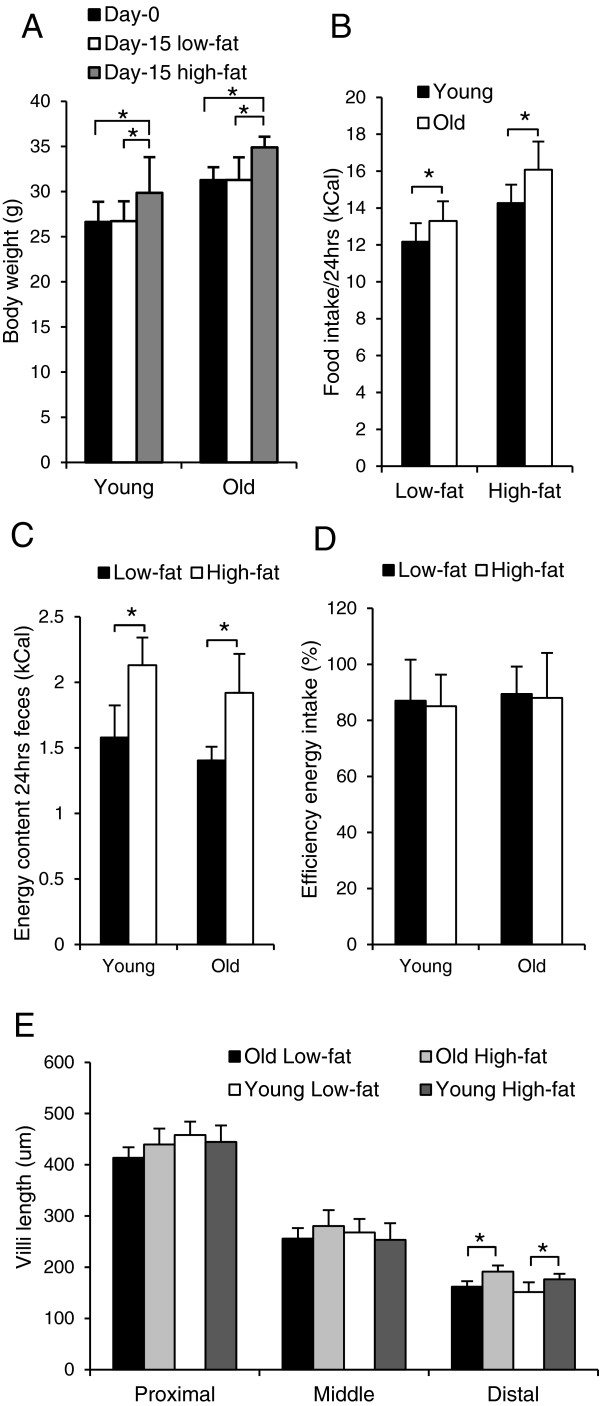
**Bodyweight development, efficiency of energy intake and small intestinal tissue morphology in young and old mice.** 4 and 21-month-old mice were exposed to a low-fat or a high-fat diet for 2 weeks. (**A**) Bodyweight, (**B**) food intake and (**C**) fecal energy excretion were measured. (**D**) The efficiency of energy up-take was calculated and (**E**) villi length of the proximal, middle and distal part of the intestine in H&E stained paraffin sections was compared between young and old mice. In all figure the mean values ± SE were presented, young/low-fat n = 6, young/high-fat n = 6, old/low-fat n = 8, old/high-fat n = 8, *p < 0.05.

To perform its unique functions, the intestine requires a highly specialized tissue structure. Morphometric analysis of H&E stained sections of the proximal, middle and distal part of the small intestine showed, as expected, a marked decrease in villi length in the successive segments of the small intestine. However, again no significant differences between old and young mice were observed (Figure 1E). In the distal part of the small intestine a small but significant increase in villi length was observed after 2 weeks exposure to a high-fat diet in both old and young mice. No difference in crypt depth and villi width was found between old and young mice in all three parts of the small intestine (data not shown). In the colon, no differences between young and old mice in crypt depth on H&E stained sections or in the number of proliferating cells as measured by Ki67 staining were observed (data not shown). Thus, no changes were found in the functional capacity as well as in the tissue morphology of the intestine between 4- and 21- month-old mice.

### Aging-induced changes in gene expression are more pronounced in the colon than in the small intestine

To evaluate the molecular effects of aging, microarray analysis was carried out on RNA isolated from scrapings derived of the proximal, middle and distal part of the small intestine and of the colon after two weeks of dietary intervention. 

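The series of microarrays analysed here covers the small intestine, with 1 Affymetrix Mouse Gene 1.0 ST array for each combination of 3 segments, age group and diet, 12 arrays in all. The paper describes the colon arrays as a separate experiment, and they are not in this series. Each array carried RNA pooled from 6 young or 8 old male mice of 1 diet group, and the 3 segments of a group came from the same mice, so that the arrays stand for 4 pools of mice. The young mice were 4 and the old mice 21 months old, and they received the low-fat diet (10% of energy from fat) or the high-fat diet (45% of energy from fat) for 2 weeks. The array labels give a low-fat run-in of 2 weeks and 7 days of chow before it, where the paper's methods give 3 weeks and 12 days.
The values are log2 intensities that the authors made with the Robust Multi-array Average method over the arrays of the small intestine. The deposited probe sets are Affymetrix transcript clusters, not the Entrez-based sets of the paper. Of 35556 probe sets, 21789 carried exactly 1 gene symbol, and the brightest of them stood for each of 19938 genes. Genes with an intensity over 50 on at least 1 array were kept and pancreas-specific genes were removed, as in the paper, which left 11918 genes.
Old and young mice were compared within each segment and diet as the difference of 1 array from 1 other, which gives a ratio with no replicate error and no p-value. To ask whether an age difference held on both diets, limma was fitted to the 12 arrays with terms for segment and for age and diet within it. Its error, with 3 residual degrees of freedom, is the departure of the low-fat from the high-fat pair. A further limma fit used the mean of the 3 segments of each pool, with 1 residual degree of freedom. Calls rest on Benjamini-Hochberg adjusted p-values under 0.05. A total of 38 gene lists was written before the deposited values were examined. That the paper's tables, made from the same arrays, were then unseen is not shown. The median difference of each list was ranked among 10000 random lists of the same size and mean expression. These percentiles are descriptive, since members of a list move together. The number of arrays limits the precision of every value.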

A fold change threshold (2.0 fold) was applied for the identification of differentially expressed genes to determine the most prominent changes in gene expression. 

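Genes above the 2-fold threshold on 1 diet could be followed on the other diet, whose pools held other mice. In the distal segment this set included Car1, a carbonic anhydrase, Saa1, an acute-phase protein, and Pdk4, a kinase that limits glucose oxidation, each over 2-fold in the same direction on both diets. Plscr2 of the proximal segment, of the phospholipid scramblase family, was over 2-fold higher in old mice on both diets. Over 2-fold in the same direction on both diets were 4 genes in the proximal, 5 in the middle and 15 in the distal segment.
Of the genes over 2-fold on the low-fat diet, 24 of 26 in the proximal, 11 of 13 in the middle and 23 of 28 in the distal segment had the same sign on the high-fat diet. Of those over 2-fold on the high-fat diet, 15 of 22, 20 of 23 and 54 of 66 had the same sign on the low-fat diet. Over all 11918 genes, the old minus young differences on the low-fat and the high-fat diet had a Pearson correlation of 0.263 (Spearman 0.15) in the proximal, 0.346 (0.29) in the middle and 0.409 (0.383) in the distal segment. These correlations run across genes, and genes are not independent replicates.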

The results presented in Figure 2A show that in mice fed a low-fat diet, aging altered expression of only a limited number of genes in the small intestine. However, aging changed expression of a much larger number of genes in the colon, under both low-fat and high-fat conditions. 

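On the low-fat diet, 4 genes were over 2-fold higher and 22 over 2-fold lower in old than in young mice in the proximal segment. The counts were 7 higher and 6 lower in the middle segment, and 10 higher and 18 lower in the distal segment. Genes of the contractile apparatus of smooth muscle were among the lower ones. In the proximal segment, Myh11 (myosin heavy chain) had a log2 difference of −1.29, Cnn1 (calponin) of −1.25 and Acta2 (smooth muscle actin) of −1.23. Bco1, the enzyme that cleaves beta-carotene, was lower in the proximal (−1.33) and the middle segment (−1.39). The largest log2 difference upward in the distal segment was that of Car1 (2.58), and Saa1 (−2.37) showed the largest downward.
The median log2 difference of 18 smooth muscle genes was −0.61 in the proximal, −0.48 in the middle and −0.91 in the distal segment. For 18 genes of fibroblasts and matrix, among them Pdgfra and Sparcl1, the medians were −0.79, −0.26 and −0.47. Myeloid genes had a median of −0.45 in the proximal segment, where all 21 were lower in old mice, of −0.08 in the middle and of −0.04 in the distal segment. Apart from the last, these medians lay below the 2.5th percentile of random lists. With the pancreas-specific genes kept, the count in the middle segment was 21 in place of 13.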

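On the high-fat diet, 4 genes were over 2-fold higher and 62 over 2-fold lower in old than in young mice in the distal segment, against 6 and 16 in the proximal and 9 and 14 in the middle segment. The lower genes of the distal segment came from several cell types. They included the smooth muscle genes Tagln (log2 difference −1.35) and Cnn1 (−1.31), the fibroblast genes Ogn (−1.41) and Bmp5 (−1.29), the B cell surface gene Ms4a1 (−1.77), the B cell chemokine Cxcl13 (−1.22) and the Paneth cell gene Habp2 (−1.22). The median log2 difference was −1.07 for smooth muscle, −0.98 for fibroblasts and matrix, −0.68 for 8 Paneth cell genes, −0.63 for 17 B cell genes, −0.62 for 21 myeloid genes and −0.49 for 15 T cell genes, each below the 2.5th percentile of random lists.
Genes typical of the ileum had large values in the middle segment, such as Fabp6 (−3.73) and Slc10a2 (−2.15), which bind and take up bile acids. Over 238 other genes that part the distal from the middle segment on the low-fat arrays, this middle difference ran against the distal minus middle difference (Pearson r = −0.692, Spearman rho = −0.62, across genes, which are not independent replicates).
Over both diets of the distal segment, 24 genes rose and 57 fell with age at an adjusted p under 0.05 from limma. Of 18 smooth muscle genes 14 fell and none rose (15 fell when adjusted over the list alone), and of 18 fibroblast and matrix genes 5 fell and none rose (15 fell and 1 rose when adjusted over the list alone). The samples were scrapings of mucosa and submucosa, and their share of muscle and connective tissue was not measured. These falls can therefore not be told apart from a lower share of such tissue in the scrapings. Of 17 B cell genes none passed (1 fell when adjusted over the list alone; 2261 of all genes had an unadjusted p under 0.05). Myl9 fell by 1.28 (standard error 0.15, adjusted p = 0.0247 from limma) and Actg2, the actin of enteric smooth muscle, by 1.11 (standard error 0.09, adjusted p = 0.00776 from limma). Without either array of the distal high-fat pair 1 gene was called, and without either array of the low-fat pair 67. No gene's age difference was shown to differ between the distal and another segment (0 genes from limma, with 1054 genes against the proximal and 1382 against the middle segment at an unadjusted p under 0.05).

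**Figure D1:**
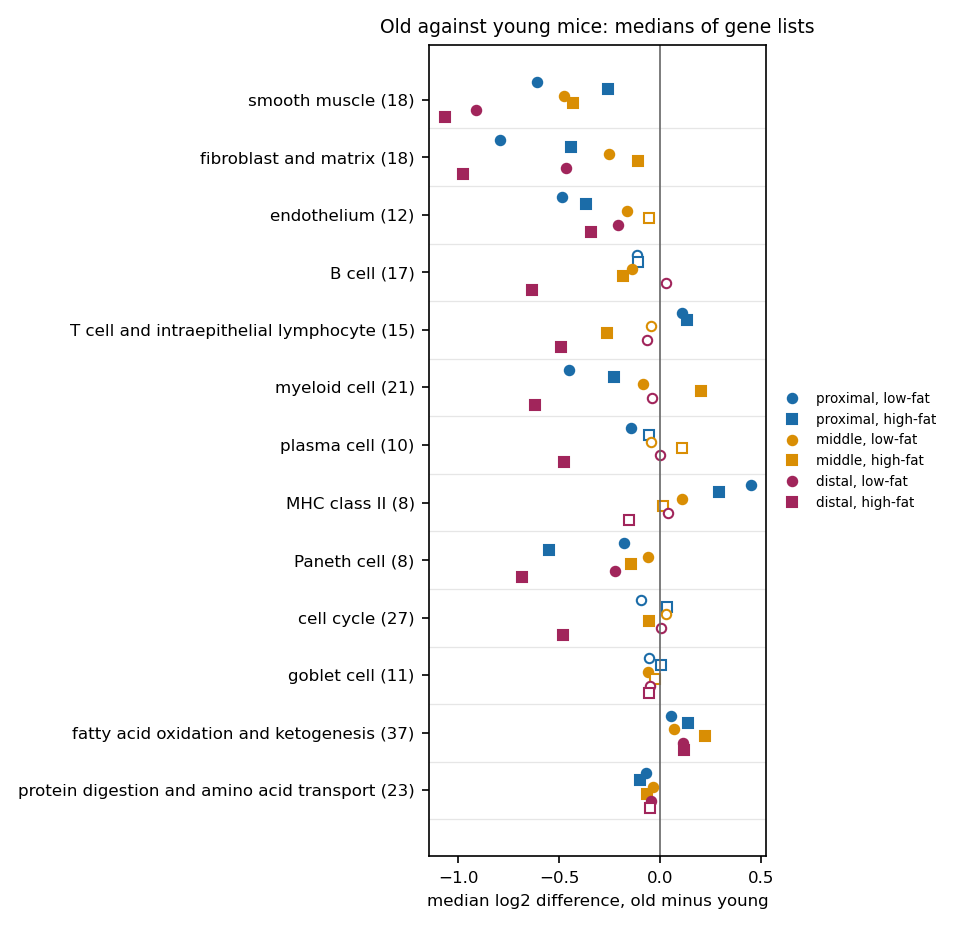
Median log2 difference, old minus young, of the gene lists written before the deposited values were examined. Each list is on its own line with its number of genes in parentheses. Colour gives the segment, circles the low-fat and squares the high-fat diet; filled symbols lie outside the 2.5th to 97.5th percentile of random lists and hollow symbols inside it. The smooth muscle list lies below 0 in all 6 comparisons, down to −1.07.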

In mice fed a high-fat diet the distal part of the small intestine showed a relative pronounced aging response, but in the proximal and middle segment gene expression between young and old mice turned out to be highly similar. 

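Over the 3 segments and both diets, 124 genes of the small intestine were over 2-fold different between old and young mice. Of these, 100 were lower and 21 higher wherever they passed the threshold, and 3 passed it in both directions. In the means of each pool over the segments, 92 genes rose and 257 fell with age at an adjusted p under 0.05 from limma. The genes that fell included 15 of 18 smooth muscle genes (15 when adjusted over the list alone), 15 of 18 fibroblast and matrix genes (16) and 6 of 12 endothelial genes (10), with no gene of these lists higher. So did 6 of 21 myeloid genes (14 fell and 1 rose when adjusted over the list alone; median 0.20 in the middle segment on the high-fat diet, with 16 genes higher), 6 of 15 ileal genes (9 fell) and 2 of 17 B cell genes (12 fell), while none of these rose over all genes. In the distal segment the ileal median was 0.03 on the high-fat diet, with 8 genes higher. The B cell median there was 0.03 on the low-fat diet, with 9 genes higher. Myh11 fell by 0.99 (standard error 0.06, adjusted p = 0.0026 from limma) and Acta2 by 0.93 (standard error 0.05, adjusted p = 0.0026 from limma). The share of muscle in the scrapings was not measured. The genes that rose included 6 of 37 genes of fatty acid oxidation and ketogenesis, while none fell (14 rose and 1 fell when adjusted over the list alone). Of 21 genes of cholesterol synthesis none passed from limma, over all genes or over the list alone (2125 of all genes had an unadjusted p under 0.05).
With the distal segment left out of the pool means 84 genes were called, without the intensity filter 86, and after quantile normalization 199. Without the distal high-fat comparison, 79 genes were over 2-fold in at least 1 comparison, a count chosen after the data were seen.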

Remarkably, while in the colon aging predominantly induced gene expression, in the small intestine aging mainly suppressed gene expression.

**Figure 2:**
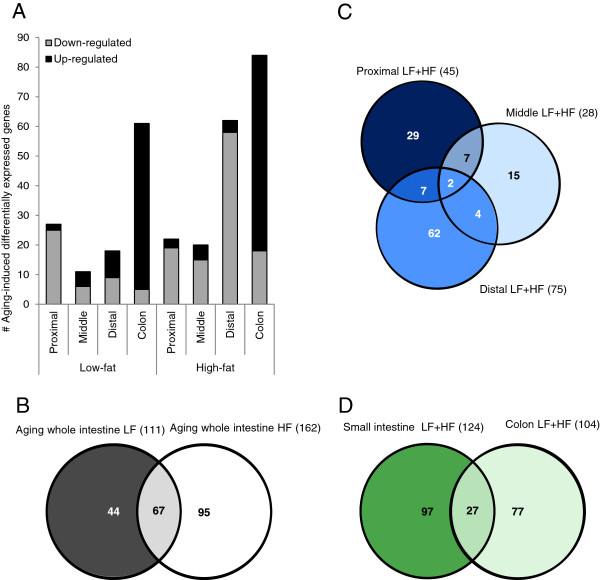
**Aging-induced differential gene expression in the 3 segments of the small intestine and the colon.** (**A**) Differences in basal gene expression between 4- and 21-month-old mice were calculated for each of the 4 segments of the intestine. The number of genes showing over 2-fold differential gene expression observed under either low-fat or high-fat dietary conditions are presented in the figure. (**B**) A comparison of all genes showing differential expression in response aging in at least one of on the 4 segments of the intestine shows an overlap between the response under low-fat and high-fat conditions. (**C**) By comparing all aging-responsive genes under both low-fat and high-fat conditions a marked difference between the proximal, middle and distal part of the small intestine was observed. (**D**) In total, 124 genes were over 2-fold regulated in the small intestine in response to aging and 104 genes showed a differential aging response in the colon, 27 of these genes were differentially expressed in both segments.

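In the small intestine, 54 genes were over 2-fold different with age on the low-fat diet in at least 1 segment and 98 on the high-fat diet. The overlap was 28 genes, or 51.9% of those on the low-fat diet, where independent lists of these sizes would share 0.44 genes. Rps4l, a ribosomal protein S4 paralog, and Saa1 were among the shared genes, and so were Myh11 and Actg2. Of the 18 smooth muscle genes, 7 were over 2-fold lower in the distal segment on the low-fat diet and 10 on the high-fat diet. The genes over 2-fold on 1 diet numbered 26 for the low-fat and 70 for the high-fat diet. Whether the age difference of a gene differed between the diets could not be tested within a segment, because a fit with that term in each segment has no residual degrees of freedom, and a term common to the segments was not fitted.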

By comparing the total number of differentially expressed genes by aging under low-fat and high-fat conditions in all segments of the intestine together we found that most of the genes that were over 2-fold regulated in mice fed a low-fat diet were also regulated in mice fed a high-fat diet (Figure 2B). Interestingly, a comparison of the 3 segments of the small intestine revealed that only 2 genes were over 2-fold regulated in all segments under either low-fat or high-fat conditions (Figure 2C). Furthermore, 27 genes were differentially expressed in the colon as well as in one or more segments of the small intestine in response to aging (Figure 2D). However, of these 27 genes 15 were oppositely regulated (see Additional file 1: Table S1).

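In the deposited probe sets, 3 genes passed the 2-fold threshold in every segment on at least 1 diet: Rps4l, the immunoglobulin heavy chain gene Ighg3 and the kappa light chain variable gene Igkv4-91. Rps4l was lower in old mice in all 6 comparisons, with log2 differences from −1.13 in the proximal segment on the low-fat diet to −1.74 in the distal segment on the low-fat diet. From limma, Rps4l fell by 1.18 in the proximal (standard error 0.09, adjusted p = 0.013), by 1.54 in the middle (standard error 0.09, adjusted p = 0.0038) and by 1.61 in the distal segment (standard error 0.09, adjusted p = 0.0027). The call in the proximal segment ended when the arrays of that segment were fitted on their own (adjusted p = 0.155 from limma) and without any 1 of them. That of the middle segment ended without either array of its high-fat pair. A single pair is left in these cases, at −1.128 or −1.225 in the proximal and −1.62 in the middle segment.
Ighg3 was lower in old mice on the low-fat diet, at −1.25, −2.08 and −1.41 from the proximal to the distal segment, and had values of 1.13, 1.43 and −0.23 on the high-fat diet. Igkv4-91 was higher, at 2.10, 2.71 and 2.27 on the low-fat diet and 1.73 and 2.10 in the proximal and middle segment on the high-fat diet, with −0.35 in the distal segment. Of the other genes, 26 passed the threshold in the proximal, 13 in the middle and 62 in the distal segment alone. Another 7 passed it in the proximal and middle, 6 in the proximal and distal and 7 in the middle and distal segment.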

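For the genes that the paper's Table S1 lists as over 2-fold in the colon as well, the deposited arrays give the small intestine part. Of 28 such genes in the table, 25 were tested here and 19 were over 2-fold in at least 1 segment. Against the paper's colon values, 10 of the 19 had the opposite and 9 the same direction. The opposite group was lower in the small intestine of old mice and held genes of immune cells: Ms4a1 of B cells, Cxcl13, which draws B cells, Gzmb (granzyme B, log2 difference −1.12 in the distal segment on the high-fat diet), and Ly86 (−1.31), which is part of a Toll-like receptor complex. It also held Fabp6 and Car3, the latter at −1.50 in the proximal segment on the low-fat diet. Among the genes with the same direction, all lower in old mice, 7 belong to the contractile apparatus or its anchors: Acta2, Actg2, Cnn1, Myh11, Myl9, Pgm5 and Tagln. Over both diets of the distal segment, 8 of the 9 genes with the same direction and 1 of the 10 with the opposite one (Gzmb) fell at an adjusted p under 0.05 from limma. In the fit of the pool means 9 of 9 and 7 of 10 fell. The choice of the genes by the paper's own values is not independent evidence.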

### Increased expression of genes involved in immune response and inflammation in the colon of aged mice

Ingenuity Pathway Analysis (IPA) was applied on the genes showing aging-induced differential expression in the colon to obtain insight into which pathways and networks these genes contribute to. As can be seen in Figure 3A, the group of genes showing enhanced expression in the colon of 21-month-old mice was dominated by genes involved in immune response and inflammation. To compare the differential response of this functional category between the small intestine and the colon in more detail, we selected all genes involved in immune response and inflammation (based on gene ontology) showing over 2-fold differential expression in old mice compared to young mice in at least one of the four segments of the intestine. The results presented in Additional file 2: Table S2 show a large number of genes with increased expression under both low-fat and high-fat conditions specifically in the colon of aging mice. 

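In the small intestine the genes of Table S2 did not share 1 direction. The paper chose them for over 2-fold values in at least 1 segment, so their counts are not independent evidence of a direction. Of its 61 genes, 48 were tested here. On the low-fat diet their median log2 difference between old and young mice was −0.12 in the proximal, −0.04 in the middle and −0.05 in the distal segment, with 1, 1 and 2 genes over 2-fold lower and 0, 1 and 0 over 2-fold higher. On the high-fat diet the medians were 0.10 in the proximal and 0.03 in the middle segment. In the distal segment 40 of the 48 genes were lower in old mice, 12 of them over 2-fold and none over 2-fold higher, with a median of −0.47. MHC class II genes, which present antigen to T cells, had a median of 0.45 over 8 genes in the proximal segment on the low-fat diet and 0.29 on the high-fat diet, both above the 97.5th percentile of random lists. In the same order of diets the list's medians were 0.11 and 0.01 in the middle and 0.04 and −0.16 in the distal segment, where 7 of the 8 genes were lower on the high-fat diet, 1 of them over 2-fold; of these 4 medians only the first lay outside the percentiles. None of the 8 genes passed over all genes in the proximal segment from limma (1032 of all genes had an unadjusted p under 0.05), and 6 rose when adjusted over the list alone.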

Additional file 2: Table S2 and the IPA network presented in Figure 3B shows that a large number of IFNγ-responsive genes are present amongst the genes displaying enhanced expression in the colon of aging mice. However, since basal gene-expression levels of IFNγ itself were below the threshold of our microarray analysis in all isolated samples, this gene was not included in the analysis. 

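In the small intestine, the intensity of Ifng ran from 16.7 to 26.2 over the 12 arrays, under the limit of 50. The other cytokines measured by Q-PCR in the colon were also near or under it here: Il6 from 5.3 to 8.5, Il1b from 28.5 to 49.4 and Tnf from 32.1 to 50.1. Interferon-responsive genes were measurable, and 33 of them formed 1 of the lists. In the proximal segment on the high-fat diet all 33 were higher in old mice, with a median log2 difference of 0.38. The antiviral genes Mx2 (1.05) and Rsad2 (1.00) had the largest values. On the low-fat diet the proximal median was 0.04. The medians of the middle segment were −0.07 on the low-fat and −0.04 on the high-fat diet, and those of the distal segment 0.21 and −0.15, where Mx2 (−0.79) on the low-fat diet went against the list. All 6 medians lay outside the 2.5th to 97.5th percentile of random lists. Over the pool means 2 of the 33 genes rose with age from limma (4 when adjusted over the list alone) and none fell, and within each segment none passed, over all genes or over the list alone (with 1032, 1049 and 2261 of all genes at an unadjusted p under 0.05 in the proximal, middle and distal segment).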

Q-PCR analysis revealed that expression levels of IFNγ in the colon were indeed extremely low, but that significantly enhanced expression in response to aging could be observed (Figure 3C). This expression pattern is similar to that of two IFNγ responsive genes (IF44 and IF47) that showed over 2- fold induction in the colon of old mice (Figure 3C, D). Low grade chronic inflammation is a common phenomenon during aging [29]. By applying Q-PCR analysis on colon samples of the 4- and 21-month-old mice we found that, in line with our microarray results, basal expression of three well-established pro-inflammatory cytokines, TNFα, IL1β and IL6 was very low in both young and old mice (Figure 3C, D). Enhanced expression of TNFα and IL1β was observed in the colon of aging mice while only minor and insignificant effects were found for IL6. Taken together it can be concluded that although basal expression of various pro-inflammatory cytokines is very low, a significant increase could be observed in the colon of aging mice.

**Figure 3:**
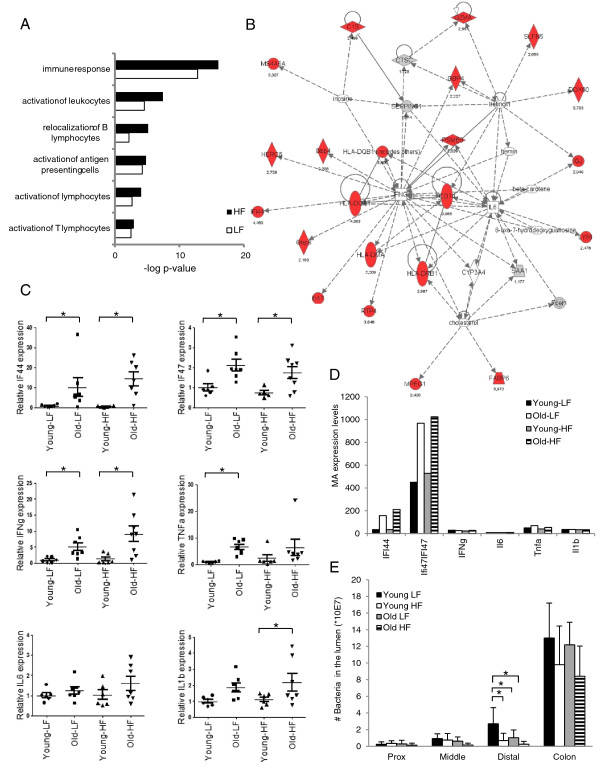
**Enhanced expression of genes involved in immune response and inflammation in the colon of aging mice.** (**A**) Ingenuity Pathway Analysis was carried out on the genes showing at least 2-fold differential expression in the colon of aging mice. Ingenuity Pathway Analysis identified Immune response as the major regulated category. Functions within this category are shown that were significant with a p-value of at least 0.005 (−log p-value 2.3) and at least five genes differentially expressed between old and young mice in the LF group. (**B**) Although INFγ expression was below the threshold level of our microarray data a large number of INFγ-responsive genes showed over 2-fold up-regulation in aging mice. (**C**) Q-PCR analysis confirmed the up-regulation of the INFγ target genes IF44 and IF47 and showed in addition up-regulated expression of INFγ, TNFα and IL-1β but not of IL6 in 21-month-old mice. (**D**) Basal expression levels of various genes measured by microarray analysis and (**E**) total number of bacteria present in the lumen of the 4 segments of the intestine measured by 16S rRNA Q-PCR in old and young mice under low-fat and high-fat conditions. The mean values ± SE were presented, *p < 0.05.

To determine whether the observed changes in expression of genes involved in immune response and inflammation were due to alterations in the microflora, 16S rRNA Q-PCR analysis was carried out to analyze the total number of bacteria present in the luminal content of the three segments of the small intestine and of the colon. The results presented in Figure 3E show that, as expected, by far the largest number of bacteria was found in the colon, but no significant changes in total bacterial content between young and old mice were observed. In the distal part of the small intestine a decline in the number of bacteria was found in old mice, but this effect was only significant in mice fed a low-fat diet. In addition, relative abundance of Bacteriodetes and Firmicutes was measured in the colon to determine changes in composition of microbiota. However, no aging-induced changes were observed for these dominant phyla (data not shown).

Together these results indicate that the group of genes showing enhanced expression in the colon of aging mice is dominated by genes involved in immune response and inflammation, but this effect cannot be explained by changes in the total number of bacteria present in the lumen or changes in the Bacteriodetes/Firmicutes ratio.

### Decreased expression of Cubilin in the intestine of aging mice

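Over both diets, 3 genes rose and 10 fell with age in the proximal segment at an adjusted p under 0.05 from limma, and 2 rose and 1 fell in the middle segment. Plscr2 of the proximal segment rose by 1.61 (standard error 0.17, adjusted p = 0.0451 from limma). The gastrokine genes Gkn2 and Gkn3, made by gastric mucous cells, fell by 1.14 (standard error 0.09, adjusted p = 0.013 from limma) and 0.74 (standard error 0.07, adjusted p = 0.0364 from limma). On the high-fat arrays of this segment the stomach list had a median of −0.61 and the pancreatic acinar list of −0.63, against 0.01 and 0.20 on the low-fat arrays. Of 14 stomach genes 2 fell and none rose over both diets from limma (6 fell and 1 rose when adjusted over the list alone). Tnc, a matrix protein, fell by 0.68 (standard error 0.08) and Grem1, an inhibitor of bone morphogenetic proteins, by 0.64 (standard error 0.07), each with an adjusted p of 0.0451 from limma. Upb1 of the middle segment, an enzyme of pyrimidine breakdown, rose by 1.01 (standard error 0.09, adjusted p = 0.0273 from limma), and Gm10451 by 0.92 (standard error 0.09, adjusted p = 0.0485 from limma). No smooth muscle gene passed over all genes in these segments, where 1032 and 1049 genes had an unadjusted p under 0.05 from limma. Adjusted over the list alone, 11 of 18 fell and 1 rose in the proximal and 16 fell in the middle segment.
Without either array of the high-fat pair no gene was called in the proximal or the middle segment, and without either array of the low-fat pair 4 and 8 genes. Without the intensity filter Plscr2, Gkn3, Tnc, Grem1, Upb1 and Gm10451 lost their calls (adjusted p from 0.0512 to 0.105 from limma). Gm10451 also lost it with the pool as a random block (0.0591) and with the pancreas-specific genes kept (0.0551), and with the arrays of the proximal segment alone so did Plscr2, Gkn2, Gkn3, Tnc and Grem1 (adjusted p from 0.164 to 0.21 from limma).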

The microarray data presented in Figure 2A show that only a limited number of genes are differentially expressed in the small intestine of aging mice. 

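Genes that digest and absorb macronutrients had small differences between old and young mice. For 26 genes of fat absorption and chylomicron assembly, such as Cd36 and Mttp, the median log2 difference in the 6 comparisons ran from −0.03 in the middle segment on the low-fat diet to 0.15 in the distal segment on the high-fat diet. For 19 genes of carbohydrate digestion and absorption it ran from 0.00 to 0.12, and for 23 genes of protein digestion and amino acid transport from −0.10 to −0.04. The protein medians lay below the 2.5th percentile of random lists in all comparisons but the distal one on the high-fat diet, and so did the fat absorption median of the middle segment on the low-fat diet. Above the 97.5th percentile lay those of fat absorption in the distal and of carbohydrates in the middle segment on the high-fat diet. No member of these lists was over 2-fold in any of the comparisons. The largest were Apoa5 (0.72, distal segment, high-fat diet), Fbp1, an enzyme of gluconeogenesis (0.72, middle segment, high-fat diet), and Tmprss15, the enteropeptidase that activates trypsin (−0.62, middle segment, low-fat diet). From limma, 2 of the 26 fat absorption genes rose in the distal segment (5 when adjusted over the list alone) and none fell, and no gene of the carbohydrate and protein lists passed over all genes in any segment (adjusted over the list alone, 1 of the carbohydrate genes rose, and 2 of the protein genes rose and 1 fell, in the distal segment; 2261 of all genes had an unadjusted p under 0.05 there).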

In line with the observation that energy absorption between young and old mice IPA analyses of the microarray data did not reveal aging-induced changes in common metabolic pathways of macronutrients in the small intestine. Since micronutrient deficiency is common in the elderly we searched for differentially expressed genes involved in micronutrient metabolism. Our microarray data set revealed several genes involved in micronutrient metabolism showing differential expression in the intestine of aging mice. 

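Among 18 genes of vitamin A and carotenoid metabolism, Bco1 was the member over 2-fold lower in old mice, in the proximal and the middle segment on the low-fat diet, with −0.82 and −0.22 in these segments on the high-fat diet. Over the pool means 2 genes of the list rose and 2 fell (4 rose and 2 fell when adjusted over the list alone). Of 9 genes of calcium, phosphate and magnesium handling none was over 2-fold. The largest values were those of Cldn2, a claudin that lets calcium pass between cells (−0.60, distal segment, high-fat diet), and Trpm6, a magnesium channel (−0.59, middle segment, high-fat diet). Of 15 genes of sterol and bile acid transport, Fgf15 (−1.17) and Fabp6 (−1.17) were over 2-fold lower in the proximal segment on the low-fat diet, and Fabp6 and Slc10a2 in the middle segment on the high-fat diet. Over the pool means 2 of the sterol genes fell and none rose from limma (4 and 0 when adjusted over the list alone). No gene of the calcium and of the sterol list passed over all genes in any segment (adjusted over the list alone, 1 calcium gene rose in the distal and 3 sterol genes fell in the middle segment, where 1049 of all genes had an unadjusted p under 0.05).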

In 21-month-old mice over 2-fold reduction in the expression of Cubilin (Cubn), a gene that mediates the transfer of intrinsic factor-vitamin B12 complex across the epithelial membrane, was found in the colon (Figure 4A). These results could be validated by Q-PCR analysis (Figure 4B). Also in the proximal and middle part of the small intestine of old mice decreased Cubn expression was observed, although these effects were less pronounced than in the colon (data not shown). In addition, basal expression of cytochrome b reductase 1 (Cybrd1), a gene involved in iron metabolism, and metallothionein 2 (MT2) involved in zinc and copper metabolism, showed over 2-fold higher expression in the small intestine of aging mice. However, since expression of both genes is increased and no concomitant differential expression of transporters involved in absorption of these minerals was found it is currently not clear whether these effects contribute to altered micronutrient metabolism in the intestine of aging mice.

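Cubn was measured well above background on all 12 arrays, at intensities from 934.2 to 4081.9. Its log2 difference between old and young mice was −0.58 on the low-fat and −0.68 on the high-fat diet in the proximal segment, and −0.35 and −0.44 in the middle segment. In the distal segment it was −0.10 and 0.06. Over both diets it differed by −0.63 in the proximal segment (standard error 0.08, adjusted p = 0.0535 from limma) and by −0.40 in the middle segment (standard error 0.08, adjusted p = 0.276 from limma), which did not pass. Over the pool means Cubn fell by 0.35 (standard error 0.05, adjusted p = 0.0164 from limma). Cubn is also 1 of 15 genes of the ileal list, whose median in the middle segment on the high-fat diet was −0.44. Amn, which anchors cubilin at the membrane, had values from −0.24 to 0.11. Of the 18 genes of vitamin B12, folate and other vitamin uptake tested, 2 fell over the pool means and none rose (2 and 0 when adjusted over the list alone). With genes of an intensity over 100 alone, Cubn passed in the proximal segment (adjusted p = 0.0291 from limma), and the call over the pool means ended without the intensity filter (adjusted p = 0.0637 from limma).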

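Cybrd1, the duodenal reductase that readies iron for uptake, ran from an intensity of 48.4 to 2227.9 over the 12 arrays. In the proximal segment its log2 difference between old and young mice was 1.49 on the low-fat and 0.90 on the high-fat diet. It rose by 1.20 over both diets (standard error 0.14, adjusted p = 0.0451 from limma). In the middle segment the values were 0.00 and −0.22, and in the distal segment −0.22 and −0.14. Mt2, a metallothionein that binds zinc and copper, was higher in old mice on the low-fat diet, at 0.80 in the proximal, 1.56 in the middle and 1.05 in the distal segment. On the high-fat diet its values were −0.45, 0.01 and −0.10, and Mt2 did not pass over both diets in any segment (adjusted p = 0.987, 0.643 and 0.573 from limma). The call of Cybrd1 ended after median centring (adjusted p = 0.0517 from limma), quantile normalization (0.0551), without the intensity filter (0.0947), with the arrays of the proximal segment alone (0.21) and without any 1 of the proximal arrays (0.0674 and 0.113).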

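Of 12 genes of iron handling, Cybrd1 was the member over 2-fold in any comparison of old with young mice. The iron exporter Slc40a1 (ferroportin) was higher in old mice in the proximal segment, at 0.42 and 0.38 on the low-fat and high-fat diet, and lower in the middle (−0.85 and −0.77) and distal segment (−0.47 and −0.92). Over both diets it fell by 0.69 in the distal segment (standard error 0.11, adjusted p = 0.0494 from limma). Slc11a2, the importer of iron, had values of 0.34 and 0.18 in the proximal segment. Of 14 genes of zinc and copper handling, the transporters Slc39a4, Slc30a1, Slc31a1 and Atp7a had log2 differences from −0.24 to 0.23. No gene of that list passed in any segment from limma, over all genes or over the list alone. The call of Slc40a1 ended without either array of the distal high-fat pair, where its difference was −0.47 (adjusted p = 0.322 from limma), without the intensity filter (0.0825), with the pancreas-specific genes kept (0.0533) and with the 4 arrays of the segment alone (0.0714). Because both genes were higher and the transporters were not changed alongside, the paper reasons that a contribution to altered micronutrient metabolism is not clear.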

**Figure 4:**
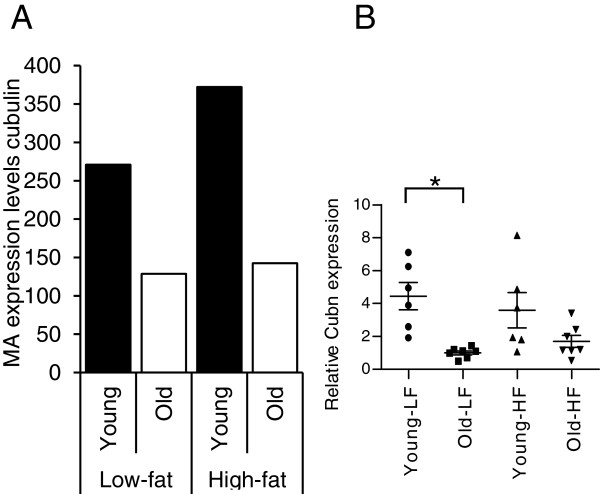
**Effect of aging on Cubn expression in the colon.** (**A**) Microarray analysis and (**B**) Q-PCR analysis revealed decreased expression of Cubn in the colon of aging mice that have received either a low-fat or high-fat diet.

In summary, while no major effects on macronutrient metabolism were found in the intestine of old mice, our microarray data revealed that micronutrient metabolism might be affected by aging due to changes in gene expression in the intestine in aging mice. However, further research is required to determine the functional consequences of these changes.

### A high-fat dietary challenge affects gene expression in the small intestine of young and old mice

In addition to the changes in basal gene expression between old and young mice, the microarray data were analyzed to compare the ability of the intestine to respond to a high-fat dietary challenge between the two age groups. 

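For the response to the high-fat diet the same 12 arrays of the small intestine were paired the other way, as high-fat minus low-fat within each segment and age group. The low-fat and the high-fat pool held different mice, 6 each of the young and 8 each of the old, so a ratio again rests on 1 array per group. The limma fit gave the diet difference of a segment over both ages, with the departure of young from old mice as its error. The distal array of old mice on the high-fat diet enters both its age comparison and its diet comparison.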

As can be seen in Figure 5A, two weeks exposure to a high-fat diet showed, as expected, only a limited effect on gene expression in the colon of both young and old mice. 

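On the high-fat diet, genes that burn fatty acids were higher in the small intestine of both age groups. Of 37 genes of fatty acid oxidation and ketogenesis, the median log2 difference lay between 0.13 and 0.34 in the 6 comparisons, each above the 97.5th percentile of random lists. Over the pool means 18 of them rose and 1 fell at an adjusted p under 0.05 from limma (26 and 2 when adjusted over the list alone). Of the 37, 4 rose in the proximal and 2 in the distal segment and none fell. Adjusted over the list alone, 16 rose and 1 fell in the proximal and 12 rose and none fell in the distal segment. In the middle segment 14 rose and none fell (26 rose and 2 fell when adjusted over the list alone). The fatty acid hydroxylase Cyp4a10 rose by 2.72 there (standard error 0.24, adjusted p = 0.00235 from limma), the acyl-CoA thioesterase Acot1 by 2.29 (standard error 0.14, adjusted p = 0.00046 from limma) and Acadl, a dehydrogenase of mitochondrial oxidation, by 1.36 (standard error 0.08, adjusted p = 0.0004 from limma).
Of 21 genes of cholesterol synthesis, 10 rose over the pool means and none fell (15 and 1 when adjusted over the list alone), with Insig1, a regulator of the pathway, at 1.36 in the middle segment (standard error 0.13, adjusted p = 0.0039 from limma). Of 33 interferon-responsive genes, 11 fell over the pool means and none rose (16 and 0 when adjusted over the list alone), and Ifit1 fell by 1.09 in the middle segment (standard error 0.17, adjusted p = 0.0243 from limma). Of 19 genes of carbohydrate digestion and absorption, 2 rose and 4 fell over the pool means (3 and 6 when adjusted over the list alone). The call of Insig1 ended without any 1 of the 4 middle arrays (adjusted p from 0.0516 to 0.139 from limma). In all, 300 genes rose and 376 fell over the pool means. The count was 131 with the middle segment left out, and the share of called genes that rose was 44.4%, against 54.5% after median centring.

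**Figure D2:**
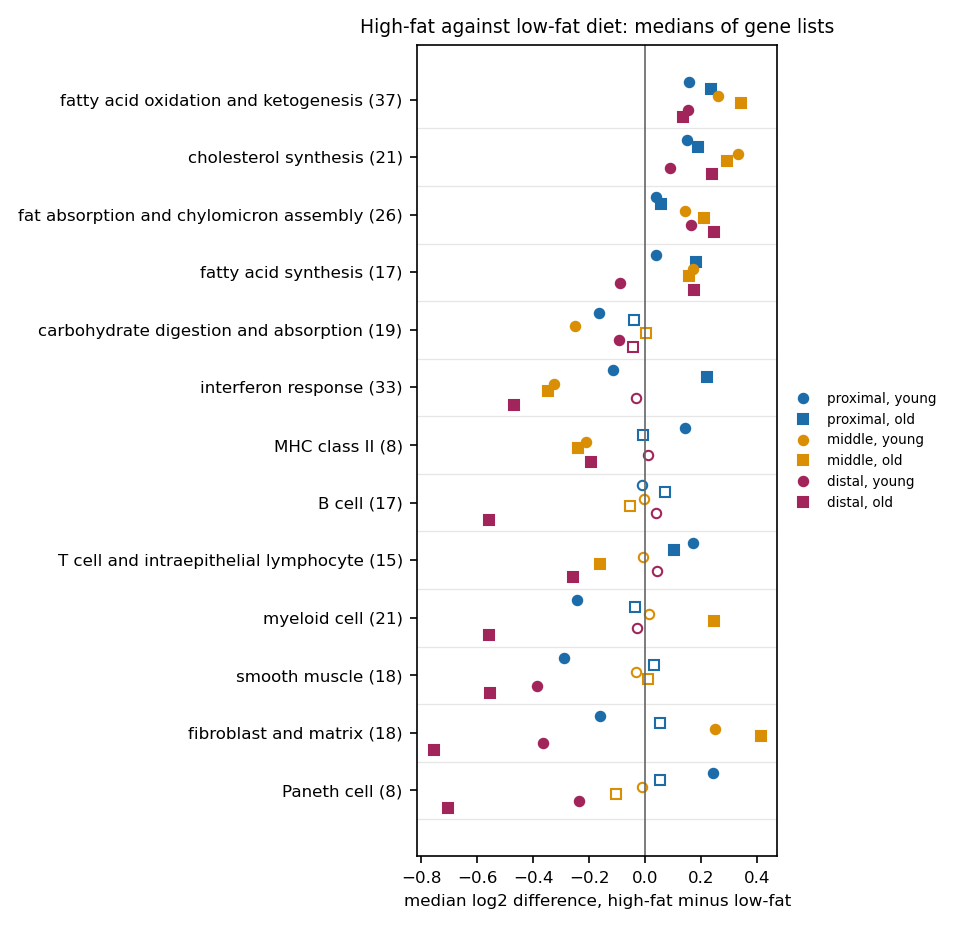
Median log2 difference, high-fat minus low-fat diet, of the gene lists written before the deposited values were examined. Each list is on its own line with its number of genes in parentheses. Colour gives the segment, circles young and squares old mice; filled symbols lie outside the 2.5th to 97.5th percentile of random lists and hollow symbols inside it. The list of fatty acid oxidation and ketogenesis lies above 0 in all 6 comparisons.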

A much stronger response to the high-fat diet was found in the small intestine where also a differential response between old and young mice could be observed. While in young mice the response towards a high-fat diet declined in subsequent sections of the small intestine, in old mice the effect became stronger in the more distal located parts. 

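In young mice, 33 genes were over 2-fold higher and 12 over 2-fold lower on the high-fat diet in the proximal, 43 and 13 in the middle and 16 and 6 in the distal segment. In old mice the counts were 27 higher and 6 lower in the proximal, 50 and 16 in the middle and 22 and 49 in the distal segment. Over 26 genes of fat absorption the median log2 difference was 0.04 (young) and 0.06 (old) in the proximal, 0.14 and 0.21 in the middle and 0.16 and 0.25 in the distal segment. In the distal segment the chylomicron protein Apoa4 rose by 1.31 over both ages (standard error 0.07, adjusted p = 0.00085 from limma), the retinol-binding protein Rbp2 by 1.61 (standard error 0.08, adjusted p = 0.00085 from limma) and the liver-type fatty acid binding protein Fabp1 by 1.13 (standard error 0.08, adjusted p = 0.0026 from limma). Each of these 3 rises was larger than that in the proximal segment by a test of the difference, by 1.28 for Apoa4 (adjusted p = 0.006), 1.18 for Rbp2 (adjusted p = 0.019) and 1.03 for Fabp1 (adjusted p = 0.044, all from limma).
Over both ages 28 genes rose and 10 fell in the proximal, 156 and 147 in the middle and 43 and 20 in the distal segment at an adjusted p under 0.05 from limma. Without 1 array of a segment the counts ran from 13 to 29, from 26 to 48 and from 11 to 64. Over all settings tried they ran from 13 to 231, from 26 to 859 and from 11 to 435, the highest with an intensity trend and robust variance, where 109 rose and 122 fell in the proximal segment. With the pancreas-specific genes kept, the proximal count of young mice was 70 in place of 45.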

An overview of all genes showing over 2-fold change in expression in at least one of the 4 segments of the intestine in response to a high-fat dietary challenge is presented in Additional file 3: Table S3.

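Genes with large changes on the high-fat diet came from several pathways. Bco1, which makes retinal from beta-carotene, fell by 3.26 on the log2 scale in the proximal segment (standard error 0.25, adjusted p = 0.0047 from limma) and by 4.09 in the middle segment (standard error 0.25, adjusted p = 0.00046 from limma). Me1, the malic enzyme that supplies NADPH for lipid synthesis, rose by 2.10 and 2.76 in these segments, and Cyp4a31 by 2.26 in the proximal segment. Mbl2, a lectin of innate immunity, fell by 3.04 in the middle segment, Npl, an enzyme of sialic acid breakdown, by 2.30, and Pfkfb3, a regulator of glycolysis, by 1.90. The glucose transporter Slc2a2 fell by 0.83 and the carbonic anhydrase Car1 fell by 2.87 in the distal segment. In the proximal segment the iron reductase Cybrd1 fell by 1.72. All of these had adjusted p-values from 0.0004 to 0.029 from limma, and the call of Me1 in the proximal segment ended with a robust intensity trend (adjusted p = 0.182).
Genes of gastric mucous cells rose in the proximal segment as well: Gkn2 by 2.55 (standard error 0.09), Gkn3 by 2.07 (standard error 0.07) and Tff2 by 1.83 (standard error 0.16), with adjusted p-values of 3.5e-05, 3.5e-05 and 0.0071 from limma. An effect of the diet cannot be told apart here from a proximal segment taken nearer the stomach in the high-fat pools. Pancreas-specific genes, which the paper removed, had a median log2 difference of 1.40 over 30 genes there in young and 0.40 in old mice.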

**Figure 5:**
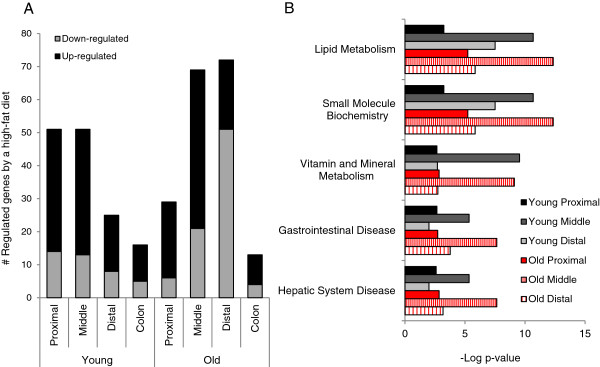
**Differential gene expression induced by a high-fat diet in the 4 segments of the intestine.** (**A**) The number of genes showing at least 2-fold up or down-regulation in the proximal, middle or distal part of the small intestine or in the colon in 4 and 21-month-old mice. (**B**) IPA analysis revealed the major functional categories to which the differentially expressed genes in the small intestine belong.

IPA analysis applied to the genes regulated in response to a high-fat diet in the small intestine of young and old mice indicated that, although the number of genes showing over 2-fold regulation differed between young and old mice, the same pathways were affected in both age groups (Figure 5B and Additional file 4: Table S4). 

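Young and old mice, whose pools share no animals, can be set side by side for each gene group. For the middle segment, the median of the 37 fatty acid oxidation genes was 0.26 in young and 0.34 in old mice, and that of the 21 cholesterol synthesis genes 0.33 and 0.29. Interferon-responsive genes were lower in both, at −0.32 and −0.35, and MHC class II genes at −0.21 and −0.24. Each of these 8 medians lay outside the 2.5th to 97.5th percentile of random lists. In the proximal segment the interferon list was −0.12 in young and 0.22 in old mice, and the 12 adipocyte genes 0.29 and 0.27. Of the genes over 2-fold in young mice, 43 of 45 in the proximal, 51 of 56 in the middle and 18 of 22 in the distal segment had the same sign in old mice. Of those over 2-fold in old mice, 31 of 33, 64 of 66 and 54 of 71 had the same sign in young mice. In the same order of segments, 19, 39 and 11 genes were over 2-fold in the same direction in both ages.
Over all 11918 genes the diet differences of young and old mice had a Pearson correlation of 0.373 (Spearman 0.204) in the proximal, 0.636 (0.506) in the middle and 0.39 (0.331) in the distal segment, across genes, which are not independent replicates. The difference between the ages itself could not be tested for a gene within a segment, since that fit leaves no residual degrees of freedom. From the shared pathways of young and old mice, the paper proposes that the old intestine can still handle a high-fat challenge.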

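In the distal segment 71 genes were over 2-fold different on the high-fat diet in old mice, against 22 in young mice. Genes of connective tissue were lower in old mice: Adamdec1 (log2 difference −1.69), Ogn (−1.50), Bmp5 (−1.40) and Dcn (−1.37), with a median of −0.76 over 18 fibroblast and matrix genes and of −0.37 in young mice. Paneth cell genes had a median of −0.71 in old and −0.24 in young mice, and genes of the cell cycle −0.37 in old and 0.09 in young mice. The smooth muscle list was lower in both, at −0.55 and −0.39. Each of these 8 medians lay outside the 2.5th to 97.5th percentile of random lists. Car1 and Pla2g4c, a phospholipase, were the lowest genes of both ages, at −3.41 and −2.71 in old and −2.33 and −1.56 in young mice.
The distal array of old mice on the high-fat diet is part of this comparison and of the age comparison on the high-fat diet. Of the genes over 2-fold lower, 26 were lower in both. The 2 sets of differences had a Pearson r of 0.739 across genes, which are not independent replicates, and sharing an array makes such differences move together by itself. With 3 simulated arrays of equal spread r was 0.498, and a shared array that departs more than the other 2 gives a higher r by construction.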

The most pronounced difference in the fat response between old and young mice was detected in the distal part of the small intestine. Analysis of the microarray data revealed that in this segment of the small intestine a large number of genes involved in immune response and inflammatory processes were down-regulated in response to a high-fat diet in old mice (see Additional file 3: Table S3).

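In old mice, the B cell list of the distal segment was lower on the high-fat diet in all 17 members, with a median log2 difference of −0.56. Ms4a1 (CD20) was at −1.39, H2-Ob at −1.02 and the complement receptor Cr2 at −0.80. In young mice the median was 0.04. The median of the interferon list was −0.47 in old and −0.03 in young mice, with Rtp4 (−1.04), Oas1a (−0.94) and Cxcl10 (−0.91) lowest. T cell genes had a median of −0.26 in old and 0.04 in young mice, with Cd4 at −0.63 and Nkg7, a gene of cytotoxic granules, at −0.60. Myeloid genes had a median of −0.56 in old and −0.03 in young mice, with Ly86 (−1.30) and Cd53 (−1.16) lowest. The medians of old mice lay below the 2.5th percentile of random lists and those of young mice inside the percentiles. Of the tested genes of Table S2, 43 of 48 were lower in old mice on the high-fat diet, 10 of them over 2-fold, against 27 and 1 in young mice; the paper chose these genes on the same arrays. Over both ages no gene of the B cell, T cell, myeloid and interferon lists passed in the distal segment over all genes from limma (3 interferon genes fell when adjusted over the list alone), with 2090 of all genes at an unadjusted p under 0.05. There is 1 array per group and age, so the values of old mice have no replicate check.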

Taken together these results imply that although the number of genes over 2-fold regulated by a high-fat dietary challenge is different between young and old mice, the same pathways were affected in the two age groups. This suggests that the intestine of the old mice seems still highly capable in handling a high-fat dietary challenge.

### Decreased global DNA methylation in the intestine of aging mice

Pyrosequencing of B1 elements, a CpG rich repetitive sequence present in the mouse genome, was carried out in DNAs isolated from the same scrapings as used for microarray analysis. As can be seen in Figure 6 a significant decrease in global DNA methylation was found in the distal part of the small intestine and the colon under both low-fat and high-fat conditions in the 21-month-old mice. Also in the proximal part of the small intestine, where the methylation status of the B1 element was found to be lower than in the other segments of the intestine, decreased methylation of the B1 element was found in 21-month-old mice, athough this effect was not significant. No change in global DNA methylation was found in the middle part of the small intestine. Furthermore, the results presented in Figure 6 show that two weeks exposure to a high-fat diet did not induce significant changes in global DNA methylation in young as well as in old mice in all 4 sections of the intestine.

**Figure 6:**
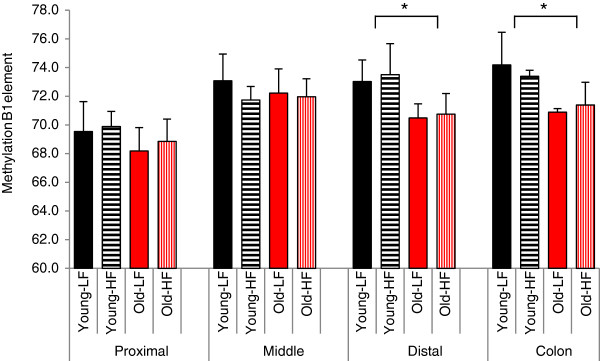
**Global DNA methylation in the 4 segments of the intestine.** Pyrosequencing of B1 elements in the proximal, middle and distal part of the small intestine and in the colon revealed significant global hypomethylation in the distal part of the small intestine and colon of aging mice. Mean values ± SE were presented, *p < 0.05.

## Discussion

The importance of appropriate functioning of the gut for the maintenance of health has been generally accepted. However, to what extent aging-induced functional decline in the small intestine and colon have a causal effect on the impaired health status of the increasing number of elderly in our modern Western society is still an unresolved issue. A large number of studies have already zoomed in on different features of the aging intestine separately, but in this study we have examined functional, structural and molecular effects of aging in the mouse small and large intestine. The adult life in C57BL/6J mice is characterized by different phases. The young adult phase starts at 3 and ends at 6 months of age and reflects a human age ranging from 20 to 30 years. Mice are considered to be in their old phase when they are between 18 and 24 months of age representing a human age ranging from 56 until 69 years [30,31]. By comparing energy intake between C57BL/6J mice at the age of 4- and 21-months, we found no reduction in either the efficiency of energy absorption of the control 10E% fat diet or of the 45E% high-fat diet. The fact that energy intake is not altered in the mice implies that capacity to digest and absorb macronutrients by the gastrointestinal tract does not decline with age. In line with this observation, our microarray data discloses no significantly altered pathways in macronutrient metabolism in aging mice up to the age of 21-months. A previous study has analyzed gene expression regulation in the duodenum and colon of aging rats [32]. Similar to our findings this study also observed a higher number of differentially expressed genes in the colon compared to the small intestine. Furthermore, in agreement with our results they found that in the colon, aging caused mainly increased gene expression, while in the small intestine most of the differentially expressed genes were decreased. However, while in our study the number of altered genes involved in metabolic processes was very low, Lee and colleagues reported altered expression of genes involved in nutrient digestion and absorption and energy metabolism, although this observation was not further supported by additional functional analyses [32]. Differences between aging in rats and mice, different segments of the intestine analyzed or the use of scrapings versus whole intestine are factors that might contribute to the discrepancy between the obtained results.

Although we did not observe marked changes in expression of genes involved in macronutrient metabolism, changes in expression levels of genes playing a role in micronutrient metabolism including Cubn were detected. Cubn is of crucial importance for the absorption of vitamin B12 by mediating the transfer of the intrinsic factor-vitamin B12 complex over the apical membrane of enterocytes [33]. Our microarray data show decreased expression of Cubn in the proximal and middle part of the small intestine as well as in the colon of aging mice. Vitamin B12 deficiency occurs frequently in elderly humans [34,35] and has been shown to play a causal role in a variety of diseases like depression and impaired cognition [36,37], cardiovascular diseases [38] and osteoporosis [39,40]. Vitamin B12 deficiency in the elderly is mainly due to reduced food intake and, predominantly, malabsorption. It is believed that insufficient release of vitamin B12 from food and impaired coupling to intrinsic factor (IF) due to chronic atrophic gastritis [35] represent the underlying mechanisms of the malabsorption. However, our results imply that reduced expression of Cubn might contribute to the impaired absorption of vitamin B12 in the intestine and that this decreased expression puts the elderly at risk of becoming vitamin B12 deficient.

While aging-induced molecular responses occurred predominantly in the colon, in contrast, the major changes in gene expression induced by a high-fat dietary challenge were found in the small intestine. Furthermore, while IPA analysis of the differentially expressed genes showed that aging did not cause major changes in metabolic pathways, genes involved in a variety of metabolic processes dominated the molecular response induced by the high-fat diet, confirming the results of our previous study [3]. Interestingly, exposure to a high-fat diet for two weeks resulted in increased villi length in the distal part of the small intestine in young and old mice. One could speculate that the capacity of the proximal and middle part of the small intestine is insufficient to clear the intestinal content of all lipids and/or fatty acids in case of a diet containing 45E% of fat. As a consequence, the final part of the small intestine is exposed to increased amounts of fat affecting the tissue structure in this part of the small intestine. The fact that the dietary composition affects tissue morphology of the intestine implies that identical nutritional conditions are of crucial importance to analyze aging-induced changes in tissue morphology of the intestine. In line with some other studies we did not observe aging-induced morphological changes in any of the 4 segments of the intestine while other studies reported changes in tissue morphology of the intestine as a consequence of aging. The inconsistency in the published data might be explained by differences in species used in the different studies or the different age groups that were compared. However, part of the diversity in effects might also be caused by artifacts induced by differences in the dietary conditions [13,41-44].

The increased expression of genes involved in immune response and inflammation observed in the colon of the 21-month-old mice points to an affected immune system in this part of the intestine of aging mice. This observation is in agreement with the fact that changes in the immune system are one of the hallmarks of the aging body. Immunosenescence is the functional decline of the adaptive immune system brought on by natural aging whereby protection against infection by pathogens and the effectiveness of vaccination decline [45,46]. The second aging-induced change in the immune system is called inflammaging which is characterized by a low-grade chronic inflammation process that contributes to the pathogenesis of many age-related diseases [47-49]. A large variety of cells with a defense function are present especially in the lamina propria and the submucosa of the intestine accomplishing immune protection via the innate as well as by the adaptive immune response. Interestingly, our microarray and Q-PCR data clearly show that activity of both branches of the immune system is enhanced in response to aging exclusively in the colon but not in the small intestine of old mice. Expression levels of well-established pro-inflammatory cytokines like IFNγ, TNFα, IL6 and IL1β turned out to be extremely low in the colon of both old and young mice and below the threshold of our microarray analysis. These low expression levels are probably due to the fact that these cytokines are predominantly produced by immune cells in the mucosa which is a rather low percentage of cells in relation to all cells present in the intestinal tissue. Q-PCR analysis confirmed the very low basal expression levels of these pro-inflammatory cytokines, yet a weak but significant induction of IFNγ TNFα and IL-1β in the colon of aging mice was observed. This result suggests that low-grade inflammation might be present in the colon of the aging mice in our study, although it should be noted that no altered expression of a number of established inflammation markers like Toll-like receptors (TLRs), C-type lectin receptors (CLRs) and retinoic acid-inducible receptors (RLRs) [50] was detectable.

Changes in the gut microbiota in terms of composition and functionality during the process of aging have previously been reported [19,20,51] and it has been postulated that these changes might contribute to the development of immunosenescence and inflammaging [18,52]. To establish whether the enhanced expression of genes playing a role in the immune system are due to modifications in the microbiota we measured the total number of all bacteria and of the two most prominent phyla colonizing the colon, Bacteriodetes and Firmicutes, in the luminal content of the colon. We did not observe aging-related changes. More advanced techniques like pyrosequencing are required to determine whether total number of bacteria and changes in the composition of the microbiota might play a causal role in the observed changed expression of immune-related genes in the colon of our aging mice. Although it is difficult to assess the physiological consequences of the enhanced expression of genes involved in inflammation and immune response, it seems most likely that this effect is important for the health status of the aging colon.

Interestingly, also colorectal cancer, which occurs with increased frequency in the elderly, has been related to an altered immune status of the colon [53-55]. The fact that we only found increased expression of immune-related genes in the colon, but not in the small intestine is intriguing since tumor formation is a very rare event in the small intestine and molecular evidence explaining the extreme difference in incidence of tumor formation in the two segments of the intestine is currently still lacking. In contrast to what has previously been found in the colon of aging rats [22], none of the well-established genetic markers of colorectal cancer (i.e. APC, KRAS, p53 etc.) or genes involved in cell cycle arrest and apoptosis [56] showed marked differential expression in the colon of the old mice in our study. This observation might be related to the fact that colorectal cancer is only a rare spontaneous event in C57BL/6J mice and that specific predisposing mutations [57] or carcinogenic agents [58,59] are required to induce colorectal cancer in this mouse strain. Apart from genetic events epigenetic modifications have become important markers of tumor development, in particular of colorectal tumors [60]. Hypomethylation of repetitive sequences is frequently observed in tumor tissue, but is also recognized to be an established feature of normal aging tissue [60]. Interestingly, our results show differential demethylation between the various segments of the intestine of normal old mice. Since no significant demethylation in the proximal part of the small intestine is observed, it can be speculated that this part of the intestine is less prone to tumor development. Further research is required to prove this hypothesis and to establish whether changes in DNA methylation are responsible for the altered levels of gene expression observed in the colon of our aging mice in line with what previously has been reported [21].

## Conclusion

The results obtained in this study did not reveal aging-induced morphological changes in neither the small intestine nor the colon of 21-month-old mice. Furthermore, no decrease in macronutrient metabolic functioning of the intestine was detectable. In agreement with these observations, the results obtained by microarray analysis indicated that macronutrient metabolism seems to function appropriately in old mice. In contrast however, gene expression patterns reveal that micronutrient metabolism might be affected in old mice which might contribute to some of the micronutrient deficiencies frequently occurring in the aging segment of our society. Furthermore, it can be speculated that the decrease in global DNA methylation and the altered status of the immune system of the colon might play a causal role in the decreased health status of this organ at old age.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

WS, NW, NIJ, EK, LG and MM participated in the design and/or supervision of the study. CL, SK and MG performed the experimental work such as sample preparation, Q-PCR, Global DNA methylation, histological analysis. MG hybridized the microarrays. MB assessed the quality control of the microarrays and performed the IAP analysis. WS and MB performed microarray analysis and drafted the manuscript. NW, MB, NIJ, EK, LG and MM provided valuable feedback on the initial draft. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/5/38/prepub

## Supplementary Material

Additional file 1 **Table S1.** All genes differential expressed in one or more segments of the intestine in old mice fed a low-fat or high-fat diet. 

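Table S1 gives fold changes between old and young mice per segment and diet, computed by the authors on Entrez-based probe sets. Of its 200 genes, 185 were matched by Entrez ID to a deposited probe set with 1 gene symbol. Across the 179 of them that were compared, the log2 of the paper's fold change and the difference of the deposited values had a Pearson correlation from 0.984 in the proximal segment on the low-fat diet to 0.996 in the distal segment on the low-fat diet (genes are not independent replicates). Of the matched genes that the paper's table has over 2-fold in the distal segment on the high-fat diet, such as Ms4a1, Saa1 and Myh11, 47 of 60 were over 2-fold here as well. Of the genes over 2-fold in a comparison of the table, none had the opposite sign in that comparison here.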

Click here for file

Additional file 2 **Table S2.** Immune response and inflammatory genes regulated in old mice fed a low-fat or high-fat diet. Click here for file

Additional file 3 **Table S3.** All genes differential expressed in one or more segments of the intestine in response to a high-fat diet. 

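Table S3 gives the fold changes between the high-fat and the low-fat diet in the same form. Of its 199 genes, 180 were matched by Entrez ID and 176 of them were compared. In the middle segment, 46 of 47 matched genes of the paper's table over 2-fold in young mice and 55 of 61 in old mice were over 2-fold here, among them Bco1, Mbl2, Me1 and Cyp4a10. For old mice in the distal segment the numbers were 53 of 62. A single value lay over 1 apart on the log2 scale: for H2-Q10, an MHC class I gene, in the distal segment of old mice the paper's reported value is 1.74 and the difference here is 0.61.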

Click here for file

Additional file 4 **Table S4.** Genes present in the IAP functional categories presented in Figure 5B regulated by a high-fat diet in the distal part of the small intestine in young and old mice. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

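The series analysed here holds 12 Affymetrix Mouse Gene 1.0 ST arrays of mucosal scrapings from the proximal, middle and distal small intestine of male C57BL/6J mice, 1 array for each segment, age (4 or 21 months) and diet (10% or 45% of energy from fat for 2 weeks). Each array carried RNA pooled from 6 young or 8 old mice, and the 3 segments of a pool came from the same mice. The colon arrays, which the paper describes as a separate experiment, are not in the series analysed here, nor are Q-PCR, histology and body measures, so the claims that rest on them have no passage.

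The log2 values were made by the authors before deposition with the Robust Multi-array Average method (background correction, quantile normalization and a summary per probe set), for the small intestine apart from the colon. The version is not stated. The deposited probe sets are Affymetrix transcript clusters, while the paper analysed Entrez-based probe sets. The table runs from 1.8 to 14.49, and the array medians from 5.57 to 5.70. Of 35556 probe sets, 21789 list 1 gene symbol, 1621 several and 12146 none. Genes were named from probe sets with exactly 1 symbol, and the brightest probe set by the mean of the 12 arrays stood for a gene. This rule was chosen after the layout of the deposited table was seen. Of 813 tested genes with several probe sets, 6 were over 2-fold in a comparison, and none of them had another probe set of the opposite sign. As in the paper, genes with an intensity over 50 on at least 1 array were kept, pancreas-specific genes were removed (here a list of acinar genes, since the paper does not list its own), and the threshold was 2-fold.

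Differences were taken between 2 arrays for each of 12 comparisons, with no p-value. limma 3.58.1 in R 4.3.3 (with statmod 1.5.0) was fitted to the 12 arrays with 9 coefficients and 3 residual degrees of freedom, and to the means of the 4 pools with 1 residual degree of freedom. The moderated variance had 4.37 prior degrees of freedom and a prior SD of 0.088 in the fit to the arrays. The low-fat and high-fat pairs serve as repeats for age, and the young and old pairs as repeats for diet, so any true interaction of age and diet adds to the error. The 3 arrays of a pool share mice; the correlation within pools was −0.08 by duplicateCorrelation. Benjamini-Hochberg adjusted p-values under 0.05 count as passed. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 did the rest. The number of replicate pairs limits precision: tested on simulated arrays with 200 changed genes, the distal age contrast found 41.8% of genes changed by 0.5, 91% of those changed by 1 and 98.5% of those changed by 2 on the log2 scale, with 5 false calls. The pool means found 73.1%, 97% and 100%, with 6 false calls. With no change there were 0 calls from limma over the 6 contrasts within segments. The fit of the pool means was not run with no change.

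Gene lists for 38 pathways and cell types (710 members) were written before the deposited values were examined, as were the comparisons, the tests and most of the alternatives. That the lists were written without sight of the paper's tables, made from the same arrays, is not shown. Each list's median was ranked among 10000 random lists drawn from 20 bins of mean expression. Of the 456 medians, 211 lie outside the 2.5th to 97.5th percentile. In simulated data 39 of 40 lists shifted by 0.3 were found, and 3 of 40 unchanged lists lay outside. Genes were also adjusted over each list alone. A list of 24 genes of enteric nerve, glia and pacemaker cells was added later, of which 9 were tested.

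The genes named are those the paper names for the microarrays, the 10 largest rises and falls of each comparison and of each limma contrast within a segment, genes over 2-fold with age in every segment, the 4 members of each list with the largest difference in the comparison described, and genes of Tables S1 to S3 whose values differ. The values in the paper's tables had been seen when this rule was written. The mineral transporters Slc11a2, Slc39a4, Slc30a1, Slc31a1 and Atp7a, the cubilin partner Amn, and the results of Myh11, Acta2, Cubn and the genes shared with the colon over the pool means are given beyond this rule and were chosen after their values were seen. Alternatives covered the intensity filter, the pancreas-specific genes, median centring and quantile normalization of the genes kept, a random block for the pool, an intensity trend with robust variance, the arrays of a segment alone, and each array or segment left out. The mean of a gene's probe sets, the removal of stomach and Brunner's gland genes, and the union without the distal high-fat comparison were chosen after seeing the data. Groups of 1 array allow no permutation and no test for a sample that departs from its group.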

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

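The tests of segment differences and the test of the high-fat diet for the gastrokines were chosen only after the results were seen, and so was the condition on single stomach genes in the test for gastric tissue. The tests for gastric and pancreatic tissue were written before their values were seen.

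For some genes the difference in 1 segment was not that in another, by a limma test of the difference itself. For age, 3 genes differed between the middle and the proximal segment: Gkn2 (1.37, adjusted p = 0.0493), Gkn3 (1.02, adjusted p = 0.0493) and the deubiquitinase gene Usp17ld (−1.09, adjusted p = 0.0493), each as middle minus proximal (591 genes at an unadjusted p under 0.05). For diet, 3 genes differed between the middle and the proximal segment: Gkn2 (−2.60, adjusted p = 0.00073), Gkn3 (−1.84, adjusted p = 0.00093) and 2310057J18Rik (−2.44, adjusted p = 0.00093). Between the distal and the proximal segment 6 genes differed. Gkn2 (−2.64), Gkn3 (−1.95) and 2310057J18Rik (−1.97) responded less in the distal segment, and the fat-handling genes Apoa4, Rbp2 and Fabp1 responded more, with adjusted p-values from 0.00065 to 0.0437 in limma. Between the distal and the middle segment 9 genes differed. Bco1 (3.85) and Mbl2 (2.18) had fallen in the middle segment, and Apoa4 was 1.15 higher. The diet differences of the detoxifying enzymes Ugt2b5 (−2.09) and Ces1f (−1.76), and of Kdelr3 (−1.68), Lamb3 (−1.44), Aspn (−1.31) and Dpt (−1.27), the last 2 of matrix, were lower in the distal segment. In the middle segment Ugt2b5 had risen by 1.97, Ces1f by 2.00, Kdelr3 by 2.39 and Lamb3 by 1.93. Dpt fell by 0.785 in the distal segment. The adjusted p-values of the 9 genes ran from 0.0216 to 0.0392 in limma. The genes of these 4 counts were singled out after their values were seen.

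Pancreas-specific genes, which the paper removed before its analysis, carry a signal in the proximal segment. Over 30 acinar genes the median log2 difference between the high-fat and the low-fat diet was 1.395 in young mice, with 25 genes over 2-fold higher, and 0.399 in old mice, with none over 2-fold. For young mice in the middle segment it was −0.42. From limma, none of the 30 rose over both ages in the proximal segment over all genes (1280 of all genes at an unadjusted p under 0.05), and 20 rose when adjusted over the list alone.

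The gastrokines Gkn2 and Gkn3, made by gastric mucous cells, were over 2-fold higher in the proximal segment on the high-fat diet in both ages, and Gkn1 was at 2.34 in young and 0.88 in old mice. No table excludes an explanation here. Gastric tissue in the scrapings cannot be told apart from the other explanations: over 11 other stomach genes the lower of the medians was −0.095 (old; −0.00 young), which is the value set beforehand as speaking against gastric tissue. That limit was wrong, because the members go both ways. The mucous cell genes Tff1 (1.87 young, 1.16 old) and Tff2 (2.02, 1.64) were higher in both ages, while Atp4b of parietal cells (−0.00, 0.07) was not and Pgc of chief cells was at 1.00 and 0.03. Pancreatic tissue cannot be told apart either, since the lower of its medians was 0.399, between the limits set for and against it. For the high-fat diet itself, 2 of the 3 gastrokines were over 2-fold higher in both ages, and a proximal end taken nearer the stomach in the high-fat pools could give the same. The Brunner's gland list, of the first part of the duodenum, was higher as well (1.37 young, 0.87 old).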

How the results depend on the processing

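The union without the distal high-fat comparison, the mean of a gene's probe sets and the removal of stomach and Brunner's gland genes were tests chosen only after the results were seen. Of 185 alternative values of the gene counts, 136 stayed within 1.5 times the count reported. For 52 gene results from limma, 539 of 661 alternative values kept their direction and their side of the threshold, 115 no longer passed, 3 passed anew and 4 reversed. Among the differences between 2 arrays, 8547 of 8580 values moved by less than the spread, 0 reversed and 43 crossed the 2-fold threshold. Most of these values could not move, since a change of the gene filter leaves a difference between 2 arrays as it is. Of 1762 values each, 15 moved and 21 crossed under median centring, and 18 moved and 22 crossed under quantile normalization.

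With the pancreas-specific genes kept, 21 genes were over 2-fold with age in the middle segment on the low-fat diet and 70 with diet in the proximal segment of young mice, by construction, since the acinar genes enter. Without the distal high-fat comparison the union for age was 79, also by construction. Without the intensity filter more genes share the correction, and limma called 2 genes for age in the proximal, 1 in the middle and 31 in the distal segment, 152 for diet in the middle and 36 in the distal segment, and 86 for age and 181 for diet over the pool means. At an intensity over 100 it called 7 for age in the middle segment, and 94, 507 and 118 for diet in the proximal, middle and distal segment. With an intensity trend and robust variance the counts for age were 77, 30 and 451 from the proximal to the distal segment and 702 over the pool means, and for diet 231, 859, 435 and 1423; the cause was not tested. With the arrays of a segment alone, limma called 0 genes for age in the proximal and 21 in the middle segment, and 17 and 514 for diet; the cause was not tested. After quantile normalization 199 genes were called for age over the pool means; the cause was not tested.

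With 1 array left out, a single pair remains and is assumed to vary like the other segments. The counts for age then ran from 0 to 4 in the proximal, 0 to 8 in the middle and 1 to 67 in the distal segment, and for diet from 13 to 29, 26 to 48 and 11 to 64. With 1 segment left out of the pool means they ran from 84 to 252 for age and from 131 to 716 for diet. Mt2 reversed with either low-fat array left out: its age difference ran from −0.45 to 0.80 in the proximal and from −0.10 to 1.05 in the distal segment, as only the high-fat pair was left at the lower end. The counts moved both ways, and the cause was not tested.

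After median centring the share of called genes that rose with diet over the pool means went from 44.4% to 54.5%, and from 53.8% to 40.0% for the age counts of the middle segment on the low-fat diet. Of the list medians outside the percentiles, 195 stayed outside without the filter and 209 after median centring; 3 changed sign, all of the mast cell list without the filter. Signal over background limits the dim genes, such as the cytokines, which lie near or under an intensity of 50.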

Differences from the paper's values

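No test in this part was chosen only after the results were seen. In each case the alternatives are those set before the data were examined: no intensity filter, an intensity over 100, pancreas-specific genes kept, median centring and quantile normalization. The paper's values come from Table S1, on Entrez-based probe sets, at the same thresholds.

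Of genes over 2-fold higher in old mice on the low-fat diet in the proximal segment, the paper's table has 2 and the deposited values give 4, and all 5 alternatives differ as well. On the high-fat diet the paper's table has 3 and the deposited values give 6. An intensity over 100 gives a count within 1.5 times the paper's, and the other 4 alternatives do not. In the middle segment on the high-fat diet the paper's table has 5 and the deposited values give 9. An intensity over 100, median centring and quantile normalization come within 1.5 times, and the other alternatives do not.

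For single genes, the alternatives that change the gene filter leave the difference as it is, so only median centring and quantile normalization test it. For Cubn in the distal segment on the high-fat diet the paper's log2 difference is −0.014 and the deposited values give 0.056, opposite in sign and near 0. Median centring gave 0.088 and quantile normalization 0.062, which differ as well. For Cybrd1 in the distal segment on the high-fat diet the paper's value is −0.566 and the deposited value −0.139. Median centring gave −0.107 and quantile normalization −0.125, which differ from the paper's value as well. In the middle segment on the low-fat diet the paper's value for Cybrd1 is 0.275 and the deposited value 0.003. After quantile normalization it is 0.032, still far below the paper's value, though the gap is then just inside the spread of this gene. Median centring gave −0.035, which differs from the paper's value. For Mt2 in the middle segment on the high-fat diet the paper's value is −0.014 and the deposited value 0.015, and median centring and quantile normalization no longer differ. In the other comparisons of old and young mice the values of Cubn, Cybrd1 and Mt2 do not differ from the paper's.

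The paper states that the response of young mice to the high-fat diet declined along the small intestine. Here the counts of young mice were 45, 56 and 22 from the proximal to the distal segment, so the middle count was the highest and the distal the lowest. With the pancreas-specific genes kept they were 70, 64 and 22, which decline as the paper states. The counts of the paper's Table S3 are 37 higher and 13 lower in both the proximal and the middle segment, and 17 and 8 in the distal segment. Here the counts of old mice, 33, 66 and 71, were higher in each following segment, as the paper states. The rise from the middle to the distal segment was lost under 3 of the 5 alternatives, with 28, 62 and 59 at an intensity over 100, 32, 66 and 61 after median centring and 32, 65 and 64 after quantile normalization. The paper gives fewer genes over 2-fold with age in all segments than the 3 found here.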

Other observations

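The criteria for normalization, for the shares of other cells and for age and diet together in the B cell tests, the list of nerve, glia and pacemaker genes, and the comparison of T cell with smooth muscle genes were tests chosen only after results were seen. The other tests of this part were written before their values were seen, apart from 1 ileal value that had been seen.

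Several lists describe cells and pathways that the paper does not discuss. Heat shock genes, which protect proteins from misfolding, had median differences between old and young mice below 0 in all 6 comparisons, from −0.25 to −0.06 over 17 genes. Over the pool means 4 of them fell and none rose from limma (10 and 0 when adjusted over the list alone). Endothelial genes had median differences between old and young mice of −0.49 and −0.37 in the proximal, −0.17 and −0.06 in the middle and −0.21 and −0.34 in the distal segment on the low-fat and the high-fat diet, of which that of the middle segment on the high-fat diet lay within the percentiles of random lists. Paneth cell genes, which make antimicrobial peptides, had medians below 0 in all 6 comparisons. They ran from −0.68 in the distal segment on the high-fat diet to −0.06 in the middle segment on the low-fat diet. In the proximal segment they were −0.18 on the low-fat diet, with 2 of 8 genes higher in old mice, and −0.55 on the high-fat diet. Over the pool means 1 of 8 Paneth cell genes fell from limma (7 when adjusted over the list alone). Genes of fatty acid synthesis rose with the high-fat diet in the middle segment, 5 of them against 1 that fell from limma (7 and 2 when adjusted over the list alone). In the distal segment of old mice on the high-fat diet, the 27 cell cycle genes were all lower than in young mice, with a median of −0.48, and so was the crypt stem cell list (−0.33). Without that array's comparisons the cell cycle medians for age ran from −0.10 to 0.04.

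The remaining lists had smaller or mixed values. For age the medians ran from −0.28 to 0.02 for 14 clock genes, from −0.06 to 0.00 for 11 goblet cell genes, from −0.14 to 0.21 for 14 enteroendocrine genes, from −0.48 to 0.11 for 10 plasma cell genes, from −0.42 to 0.12 for 12 adipocyte genes, from 0.00 to 0.17 for 15 genes of the proximal epithelium and from −0.21 to 0.12 for 5 pro-inflammatory cytokines. They ran from −0.18 to 0.17 for the 2 erythrocyte and from −0.67 to 0.20 for the 2 mast cell genes tested. The follicle-associated epithelium and M cell list had a median of −0.39 with diet in the distal segment of old mice.

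The median of the 18 smooth muscle genes was lower in old mice in every segment. Single genes went the other way, 5 of the 18 in the proximal segment on the high-fat diet. For this list 2 further values are given. Of the added list of enteric nerve, glia and pacemaker genes, which lie in the same outer layers of the wall, 9 were tested, and their medians were 0.01 and −0.10 in the proximal, −0.04 and −0.07 in the middle and −0.10 and 0.02 in the distal segment (low-fat and high-fat diet), in 0 of 6 comparisons below the 2.5th percentile of random lists. The T cell median lay above the smooth muscle median by 0.72, 0.39, 0.43, 0.17, 0.85 and 0.58 in the same order, by over 2 SD of random lists in 6 of 6. These tests were written after the list medians had been viewed, and no explanation is drawn from them.

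B cell genes were lower in old than in young mice on the distal high-fat arrays (median −0.63). A lower share of all cells outside the epithelium cannot be told apart. The medians of all 4 other cell lists were below the 2.5th percentile of random lists, as such a loss would give. They moved apart, from −0.34 for endothelium to −1.07 for smooth muscle, and only 2 of 4 lay within 2 SD of the B cell median. That speaks against an equal drop of these lists, but a lower share need not lower each list equally. The bound written beforehand against a lower share, a B cell median below all 4, was not met. The criterion that the lists move apart was set after the medians were seen. A normalization shift common to genes of equal brightness is argued against as the cause of the whole drop in these 17 genes. All 17 were lower, and their median lay at percentile 0.0 of random lists of the same mean expression (SD 0.077). Such a shift would have moved the random lists as well. The median difference over all genes, −0.001, is set by the quantile normalization before deposition and carries no weight. Whether normalization acted in another way cannot be told. The test by rescaling was void. Under median centring or quantile normalization 0.95 of the median stayed, which met the bound written beforehand. But the arrays had been quantile normalized before deposition. Their medians over the genes kept differ by at most 0.081, too little to move the list much. Less follicle tissue (8 follicle genes, median −0.058, percentile 31.4) and an effect of age and the high-fat diet together cannot be told apart. For the latter, the middle segment of the same pools had −0.186, which met the limit written beforehand, but the low-fat pair there had −0.139, also below the 2.5th percentile, and each group is 1 pool.

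Ileal genes were lower in the old than in the young high-fat pool in the middle segment (median −0.44 over 15 genes, with 6 over 2-fold lower). A candidate explanation is the position at which the middle and distal segments were parted: over 238 genes outside the ileal and proximal lists that part these segments on the low-fat arrays, the age difference ran against that gradient (r = −0.692 across genes, which are not independent replicates). The list's age median was also below the 2.5th percentile in the proximal segment (−0.17 on the low-fat and −0.22 on the high-fat diet) and on the low-fat diet in the middle (−0.21) and distal (−0.10) segment. Of the 80 genes higher in the distal segment, 73 were lower in the old middle high-fat array, and on the low-fat diet r was −0.296, where the arrays are shared with the gradient. Lower ileal gene expression in old mice on the high-fat diet cannot be told apart, since these values go with it, while the list's median in the distal segment was 0.032, above 0 but within the 0.065 SD of random lists, and only 1 pool stands for each group.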
